# CCL11/CCR3-dependent eosinophilia alleviates malignant pleural effusions and improves prognosis

**DOI:** 10.1038/s41698-024-00608-8

**Published:** 2024-06-29

**Authors:** Min Zhang, Lixia Xia, Wenbei Peng, Guogang Xie, Fei Li, Chao Zhang, Madiha Zahra Syeda, Yue Hu, Fen Lan, Fugui Yan, Zhangchu Jin, Xufei Du, Yinling Han, Baihui Lv, Yuejue Wang, Miao Li, Xia Fei, Yun Zhao, Kaijun Chen, Yan Chen, Wen Li, Zhihua Chen, Qiong Zhou, Min Zhang, Songmin Ying, Huahao Shen

**Keywords:** Cancer microenvironment, Cancer immunotherapy

## Abstract

Malignant pleural effusion (MPE) is a common occurrence in advanced cancer and is often linked with a poor prognosis. Eosinophils were reported to involve in the development of MPE. However, the role of eosinophils in MPE remains unclear. To investigate this, we conducted studies using both human samples and mouse models. Increased eosinophil counts were observed in patients with MPE, indicating that the higher the number of eosinophils is, the lower the LENT score is. In our animal models, eosinophils were found to migrate to pleural cavity actively upon exposure to tumor cells. Intriguingly, we discovered that a deficiency in eosinophils exacerbated MPE, possibly due to their anti-tumor effects generated by modifying the microenvironment of MPE. Furthermore, our experiments explored the role of the C-C motif chemokine ligand 11 (CCL11) and its receptor C-C motif chemokine receptor 3 (CCR3) in MPE pathology. As a conclusion, our study underscores the protective potential of eosinophils against the development of MPE, and that an increase in eosinophils through adoptive transfer of eosinophils or increasing their numbers improved MPE.

## Introduction

Malignant pleural effusion (MPE) can be caused by the primary malignant pleural mesothelioma or metastatic tumors from the lung, breast or elsewhere^1^. It is characterized by large accumulations of fluid, which may include tumor tissue or cells, and has an average survival of 3–12 months^2,3^. Chemotherapy may be used as the first line of treatment for MPE with the goals of tumor reduction and pleural fluid absorption^4^. However, many MPE patients are not eligible for chemotherapy because of their causative tumors or chemoresistance^4^. Current therapies are palliative and often ineffective, and have not led to significant improvements in terms of survival^5–7^.

Clinical studies show MPE patients have a highly immunosuppressive tumor microenvironment (TME) with numerous immunosuppressive cells and mediators^8–11^. TME factors can induce immune cell exhaustion, and reprogramming or removing them may improve immunotherapy^12^. MPE’s immune landscape is under investigation from clinical and prognostic perspectives. Intrapleural injections of anti-PD1 monoclonal antibodies may control MPE and tumor growth^13^. Intratumorally administered CAR-T cells, superior to intravenous ones, deeply penetrate pleural tumors and limit infiltration and activation. Rapid expansion and function of CAR-T cells then overcome suppressive TME, causing tumor regression and eradication at lower doses^14^. Targeting the local immune system could be promising for the MPE management.

Eosinophils are evolutionarily conserved and pleiotropic cells that display key effector functions in allergic diseases, such as asthma^15–17^. Recent mechanistic studies utilizing novel experimental methods have upgraded this conventional definition. They also play crucial roles in the fields of metabolism, tissue regeneration, immunity, and cancer^18–20^. Current research indicates that, depending on their niche, eosinophils may have either a pro- or anti-tumor effect in cancer^20^. In pulmonary metastases of breast cancer, lymphocyte-mediated antitumor immunity may be enhanced by recruited eosinophils^21^. In immunodeficient NPG mice with HepG2 and HCT116 cell injection, eosinophils derived from human pluripotent stem cells (hPSCs), together with CAR-T cells, revealed potential synergistic effects in decreasing tumor growth and boosting mouse survival^22^. In syngeneic and genetic models of colorectal cancer (CRC), the GM-CSF–IRF5 signaling axis in eosinophils promotes antitumor immunity through activation of type 1 T cell responses^23^. In another colorectal cancer model, tumor-infiltrating eosinophils have an antitumorigenic activity in vivo and their functions can be distinguished from cytotoxic T cells and intratumoral macrophages^24^. We recently discovered that eosinophils promoted CCL6-dependent metastatic tumor growth in the context of inflammation^25^. However, our knowledge of eosinophils’ role in MPE is still developing. There have been very few published investigations, and the findings are conflicting^26,27^. In immunocompetent, interleukin 5-deficient (*Il5*^–/–^) mice with intrapleurally injected tumor cells, MPE formation significantly decreased. Reduced eosinophils and myeloid-derived suppressor cells (MDSCs) levels were linked to MPE mitigation^26^. Conversely, a retrospective study showed lung cancer patients with eosinophilic pleural effusion (EPE) had better prognosis than non-EPE patients^27^. However, it remains unclear how eosinophils are recruited into pleural cavity and what role they play in diverse types of MPE.

In this investigation, we describe a coincidental finding that eosinophils increased in pleural cavity after injection of LLC, MC38, and 4T1 tumor cells. In a similar manner, elevated eosinophil levels observed in MPE patients. Through the utilization of Eos-null mice, we have uncovered that eosinophils exhibit a protective function in MPE by modifying its microenvironment. Our findings further show that CCL11 and CCR3 contributed to eosinophil recruitment in pleural cavity and limit MPE formation. Additionally, adoptive transfer of eosinophils or increasing eosinophil numbers may suggest an effective approach for the disease.

## Results

### Eosinophils in patients with MPE

To examine eosinophil distribution in MPE patients, our study included 40 MPE patients and 10 BPE patients from three hospitals, with a mean age of 69 ± 8 years (MPE) and 59 ± 8 years (BPE) (Supplementary Table 1). Using flow cytometry, we quantified eosinophils marked as DAPI^-^CD45^+^SSC^hi^CCR3^+^Siglec8^+^ (Fig. 1a) in MPE and BPE. We observed higher eosinophil frequencies in MPE than BPE (Fig. 1b). MPE patients with lower eosinophils had higher LENT (Lactate Dehydrogenase, Eastern Cooperative Oncology Group performance status, Neutrophil-to-lymphocyte ratio, Tumor type) score (Fig. 1c), which calculates prognosis^28^. Thus, eosinophils infiltrate into MPE and negatively correlate with the LENT score.

**Fig. 1:**
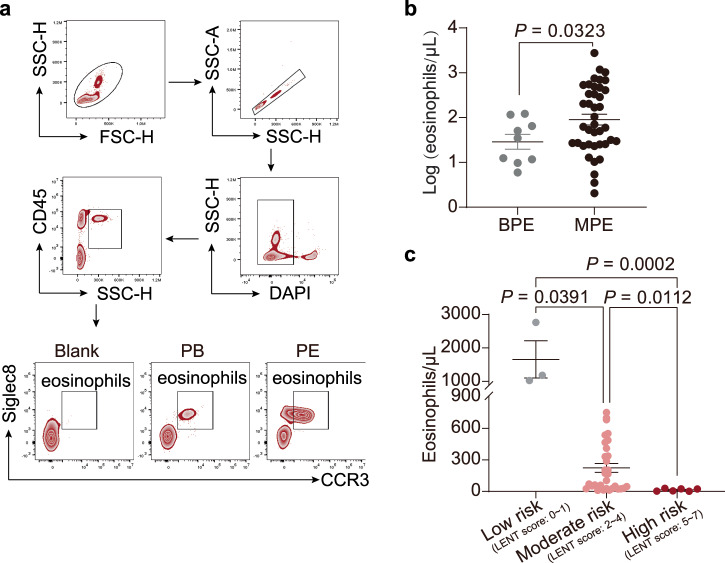
Eosinophils increased in patients with MPE. **a** Flow cytometry hierarchical gating strategy for eosinophils in human. **b** Summary of Log (eosinophils/μL) in BPE (*n* = 10) and MPE (*n* = 40). **c** The number of eosinophils in the low risk group, moderate risk group, and high risk group (according to the LENT score) was determined in MPE. Data are shown as mean ± SEM and were analyzed using unpaired Student’s *t* test for (**b**) and one-way ANOVA followed by Bonferroni test for (**c**). *P* values. *P* < 0.05 was considered statistically significant differences. Abbreviations: MPE, malignant pleural effusion; BPE, benign pleural effusion; FC, flow cytometry; LENT, Lactate dehydrogenase, Eastern Cooperative Oncology Group (ECOG) performance status (PS), Neutrophil-to-lymphocyte ratio (NLR), Tumor type.

### Eosinophils distribution during the formation of MPE in mice

Next, we used LLC tumor cells, 4T1 breast tumor cells, or MC38 colon adenocarcinoma cells to induce MPE in WT mice. Eosinophil infiltration in pleural cavity of LLC-MPE bearing mice was shown by immunofluorescent labeling with anti-eosinophil peroxidase (EPX) antibody, as compared to PBS-treated mice (Supplementary Fig. 1a). Flow cytometry investigation of eosinophils in pleural cavity of tumor cell-induced MPE mice identified them as DAPI^-^CD45^+^Gr1^-/low^CD11c^-^CD11b^+^F4/80^+^SiglecF^+^SSC^hi^ cells and were clearly distinguishable from all other leukocyte populations (Supplementary Fig. 1b). Pleural cavity’s eosinophil count fluctuated over time (Supplementary Fig. 1c). The eosinophils recruitment emerged as an early event during the progression of LLC-MPE (Fig. 2a). Following inoculation, eosinophils were among the prominent leukocyte populations alongside macrophages/monocytes, lymphocytes, and neutrophils (Supplementary Fig. 1d). However, as the pleural tumors grew and pleural fluid formed at later stages, the counts of eosinophils declined, thereby allowing macrophages to assume a more dominant presence (Supplementary Fig. 1d). MC38-MPE (Fig. 2c) also experienced this behavior. However, the eosinophils recruitment was a slightly late event in the course of 4T1-MPE (Fig. 2b). The control group for the aforementioned experiment used pleural lavage fluid from mice with MI (Supplementary Fig. 1e). Overall, these findings imply that different kind of tumor cells influence the eosinophil infiltration and distribution in pleural cavity during the formation of MPE in mice.

**Fig. 2:**
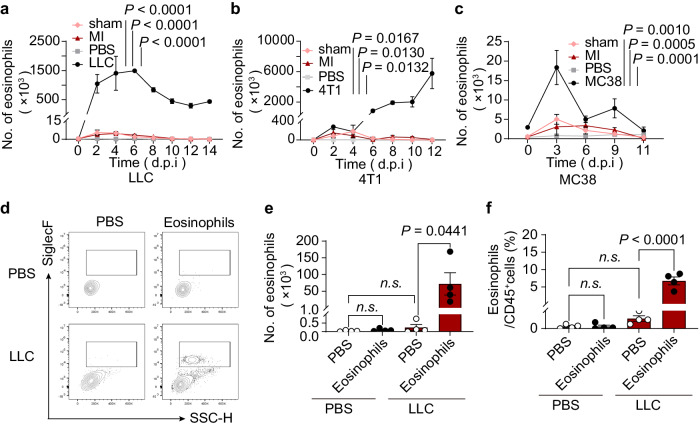
Accumulation of eosinophils during MPE Formation in Mice. **a-c** FC analysis was used to determine the eosinophil counts in pleural lavage fluid or pleural effusions in WT mice over time during the development of LLC-MPE (**a**), 4T1-MPE (**b**), and MC38-MPE **(c**), *n* = 2–8 per group. **d**–**f** Eosinophils were actively recruited in pleural cavity. Highly purified eosinophils from the PB of *Il5* Tg mice were adoptively transferred into Eos-null mice with or without the LLC-MPE model, and the eosinophils counts in pleural lavage fluid were assessed at day 3. **d** Representative flow cytometry plot of eosinophils. The number of eosinophils (**e**) and the percentage of eosinophils/CD45^+^ cells (**f**) in Eos-null mice. *n* = 4 per group. Data are presented as the mean ± SEM. Two-way ANOVA followed by Bonferroni test for (**a**, **b**, **c**, **e**, **f**). *P* < 0.05 indicated statistically significant differences. Abbreviations: sham, sham-operated; MI myocardial infarction; *n.s*., not significant.

To investigate eosinophil accumulation mechanisms in pleural cavity after tumor cell injection, we conducted a chemotaxis assay using LLC cell-conditioned media or pleural lavage fluid in vitro. Results indicated enhanced eosinophil migratory capacity upon stimulation (Supplementary Fig. 2a, b). We also adoptively transferred eosinophils from *Il5* Tg mice to PBS-treated or LLC-bearing Eos-null mice and observed significant eosinophil recruitment in pleural cavity post-LLC injection in vivo (Fig. 2d, e) and similar results in CD45.1^+^ mice (Supplementary Fig. 2c-e). These findings suggest that eosinophils are actively recruited in pleural cavity.

### Eosinophil depletion promoted the progression of MPE

To examine the role of eosinophils, we used Eos-null mice and their littermate control mice with MPE. Eos-null mice lack eosinophils and transgenically express diphtheria toxin under the eosinophil peroxidase promoter^29^. Interestingly, eosinophil deficiency in the LLC model aggravated MPE, including pleural tumor burden (Fig. 3a, b), MPE volume (Fig. 3a, c), pleural permeability (Fig. 3d), and the survival (Fig. 3e). Similar results were observed in the MC38 model (Fig. 3f, g). To further substantiate the protective function of eosinophils, we adoptively transferred eosinophils to the Eos-null mice and the data revealed a reduction in the volume of MPE and the pleural tumor burden (Fig. 3h–j). These findings show that eosinophils could inhibit the MPE.

**Fig. 3:**
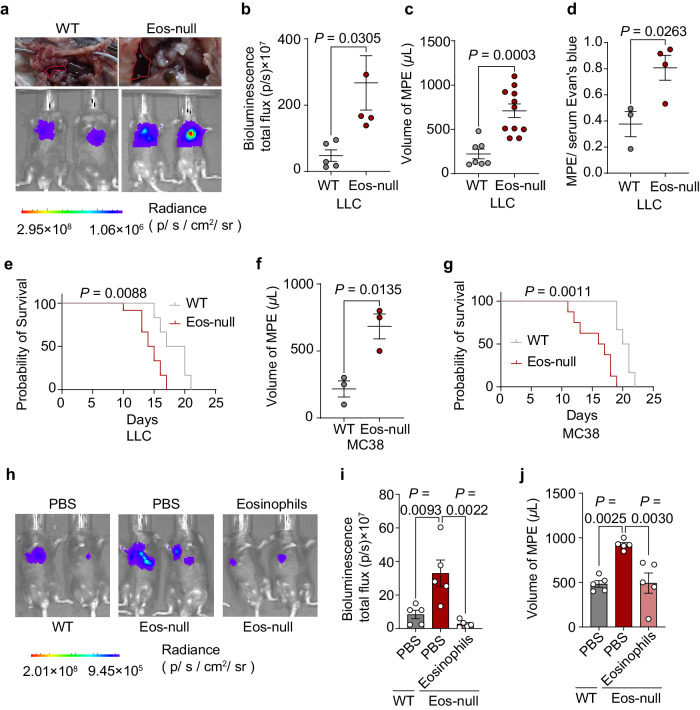
Impact of eosinophil deficiency on MPE. **a**–**g** WT and Eos-null mice were injected intrapleurally with LLC or MC38 cells, and MPE was measured at day 14. **a** Representative images of effusions and bioluminescence analysis after LLC-Luc injection. **b** Bioluminescence at day 14 after LLC-Luc injection. *n* = 5 per group. **c** Volume of effusion in LLC-MPE model. *n* = 8–13 per group. **d** Pleural permeability in LLC-MPE model. *n* = 3 per group. **e** Survival curve of WT and Eos-null mice in LLC-MPE model. *n* = 7–15 per group. **f** Volume of MPE in WT and Eos-null mice after MC38 cell injection. *n* = 3 per group. **g** Survival curve of WT and Eos-null mice in MC38-MPE model. *n* = 7–15 per group. **h**–**j** Eos-null mice received eosinophil injections after LLC-Luc injection and MPE was measured at day 14. **h** Representative bioluminescence images. **i** Bioluminescence at day 14. *n* = 5 per group. **j** Volume of effusion. *n* = 5 per group. Data are mean ± SEM. *P* < 0.05 were considered significant. Data are shown as the mean ± SEM. Unpaired Student’s *t* test for (**b**, **c**, **d**, **f**); one-way ANOVA followed by Bonferroni test for (**i**, **j**). Kaplan–Meier survival statistical analysis was performed using the log-rank test.

To explore the eosinophils anti-tumor activities, we investigated their potential for direct anti-tumor activities towards tumor cells and their ability to orchestrate the participation of other immune cells in pleural cavity. With different co-culture ratios, neither non-contact nor contact co-culture of eosinophils with LLC, 4T1 or MC38 cells resulted in tumor cell death (Supplementary Fig. 3a–d). No differences in the expression of apoptosis marker cleaved-caspase 3 and proliferation marker Ki67 were observed in the pleural tumor between Eos-null and WT mice (Supplementary Fig. 3e–g). Following that, we examined the immune cell profile of pleural cavity seven days after LLC injection in WT and Eos-null mice (Supplementary Table 2), and the markers expressed in each sample were shown in the Supplementary Table 3. Because of the stimulation by PMA/BFA/Ion, the proportion of each cluster is not exact. We discovered that the Eos-null group had a lower percentage of NK cells, macrophages/monocytes, DC cell clusters, and was devoid of eosinophils when compared to the WT group (Supplementary Fig. 4a, b). The surprising discovery prompted additional analysis of the CD3^+^ T cells, which revealed that the Eos-null group had reduced Th17 and Th1 cells and higher proportions of Treg cells (Supplementary Fig. 4c, d). Remarkably, we were unable to find Th2 cells in this situation. In the Eos-null group, CD3^+^ T cells expressed less proliferation marker Ki67 and activation marker CD69 (Supplementary Fig. 4e). In summary, these data show that pleural cavity-infiltrating eosinophils do not act directly on tumor cells, but rather probably orchestrate additional immune cells such as NK cells, DC cells, macrophages/monocytes, and T cells to participate in the anti-tumor response.

### CCR3 played a crucial role in eosinophil recruitment

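Eosinophils were sorted from bone marrow and from pleural lavage fluid of wild-type mice 2 days after injection of 150000 LLC cells, a mouse Lewis lung carcinoma line, and 2 libraries per tissue were sequenced as paired reads of 100 bp. Approximately 40000 eosinophils with a purity over 99% went into each RNA extraction. The methods describe bone marrow of mice bearing LLC tumors, and these cells are called bone marrow eosinophils here. The gates differed between the tissues, because CD11c and high Gr1 were excluded in the pleural cavity gate and are not part of the bone marrow gate. The authors trimmed the reads, aligned them to GRCm38, estimated reads per gene with RSEM and compared the tissues with DESeq2. What was analysed here is their comparison table, which gives for each gene the authors' mean reads in each tissue, a log2 fold change of pleural cavity over bone marrow eosinophils, a p-value and a q-value. It holds no value per library, so no spread between replicates, depth per library or test of its own could be computed for a gene. The table lists 5807 genes, and the largest q-value among them is 0.0500. Set against the ranks of the p-values, the q-values correspond to an adjustment over about 19043 genes, so a gene that is not listed either had a larger q-value or was not tested. Summed over the listed genes, the authors' mean reads came to 15947438 in pleural cavity eosinophils and 11762543 in bone marrow eosinophils, which covers the listed genes and is not a library total. Mean reads are not scaled for depth. Among the 1524 genes with at least 1000 mean reads in both tissues, the log2 ratio of the mean reads lay a median of 0.29 above the authors' log2 fold change, with quartiles of 0.27 and 0.30. Mean reads were fractional for 25.8% of the listed genes, which happens when RSEM divides reads between similar genes, and such genes are marked as uncertain below.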

To characterize pleural cavity eosinophils, we conducted RNA-sequencing and compared it to naïve bone marrow eosinophils (Supplementary Fig. 5a–c), identifying 5807 differentially expressed genes (*P* < 0.05, |log2 fold change | >1). 

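Counted from the authors' deposited table without a fold change threshold, 2468 genes were higher and 3339 lower in pleural cavity eosinophils. At P under 0.05 and an absolute log2 fold change over 1, 3891 genes were counted, of which 1127 were upregulated and 2764 downregulated. The remaining 1916 listed genes had a log2 fold change within 1 of 0, with 1341 of them higher and 575 lower. The median log2 fold change was 1.52 among the upregulated genes and -3.85 among the downregulated genes. Few reads lay behind many of the downregulated genes. In pleural cavity eosinophils, 1042 of the 2764 had at most 3 mean reads, with a median of 24.3 mean reads in bone marrow eosinophils, whereas 36 of the 1127 upregulated genes had at most 3 mean reads in bone marrow eosinophils. The processing alternative that moved the total and the downregulated count most kept the genes above the median of mean expression, where 672 genes were upregulated and 568 downregulated, while the upregulated count changed by the largest ratio with an absolute log2 fold change over 2, to 338.

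**Figure D1:**
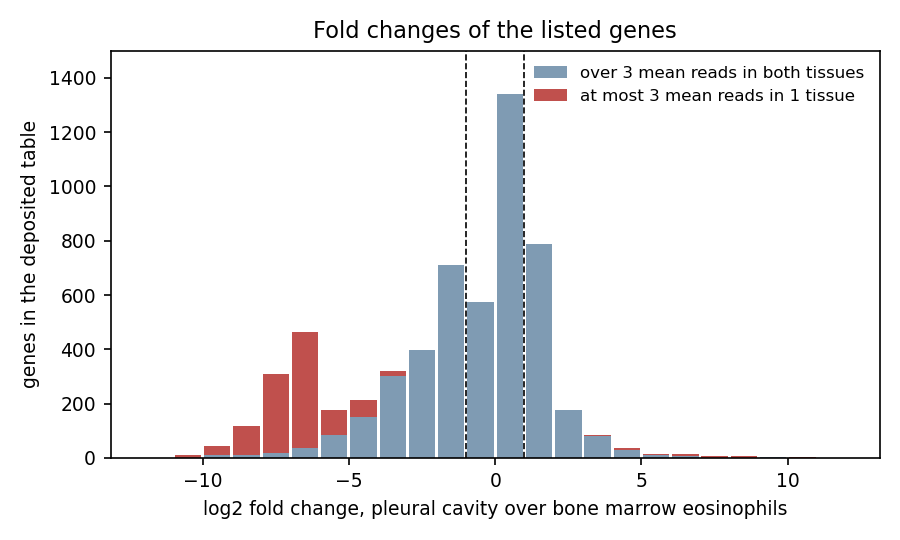
Number of genes in the authors' deposited table (vertical axis) by log2 fold change of pleural cavity over bone marrow eosinophils (horizontal axis, bins of 1). Dashed lines mark -1 and 1, and red marks genes with at most 3 mean reads in 1 of the tissues, which make up 425 of the 463 genes between -7 and -6.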

Among them, 1127 were upregulated and 4680 downregulated in pleural cavity eosinophils compared to naïve bone marrow eosinophils (Supplementary Fig. 5d). 

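Each of 7 gene sets was tested by asking whether its listed members were higher in pleural cavity eosinophils more or less often than all other listed genes, of which about 42.5% were higher. Genes are not independent replicates, so these p-values describe the list of genes and not the variation between mice. Of the Reactome interferon alpha/beta signaling set of 27 genes, 10 were listed and 9 were higher (two-sided Fisher's exact test, p = 0.00277, 0.00324 after Benjamini-Hochberg adjustment over the 7 sets). Among genes above the median of mean expression, 8 of its 9 listed genes were higher, against 64.3% of the others (two-sided Fisher's exact test, p = 0.171). Of the Reactome set for chemokine receptors binding chemokines, the closest to C-C motif chemokine receptor binding among the sets used, 15 of 68 genes were listed, 8 higher and 7 lower, a difference from the other listed genes that was not significant (two-sided Fisher's exact test, p = 0.440, adjusted 0.440). The Reactome cell cycle set went the other way, with 55 of 263 listed genes higher (two-sided Fisher's exact test, p = 5.60e-14, adjusted 3.92e-13). The cell cycle genes Rrm2 and Ccnb2 had log2 fold changes of -5.66 and -6.00 in the authors' deposited table, while Lmna, also a member of that set, had 5.94. In the chemokine receptor set, the authors' deposited table gives log2 fold changes of 3.79 for Pf4 and -3.44 for Cxcr2, the latter with fractional reads. The sets for cell killing and for responses to chemokine were not analysed here.

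**Figure D2:**
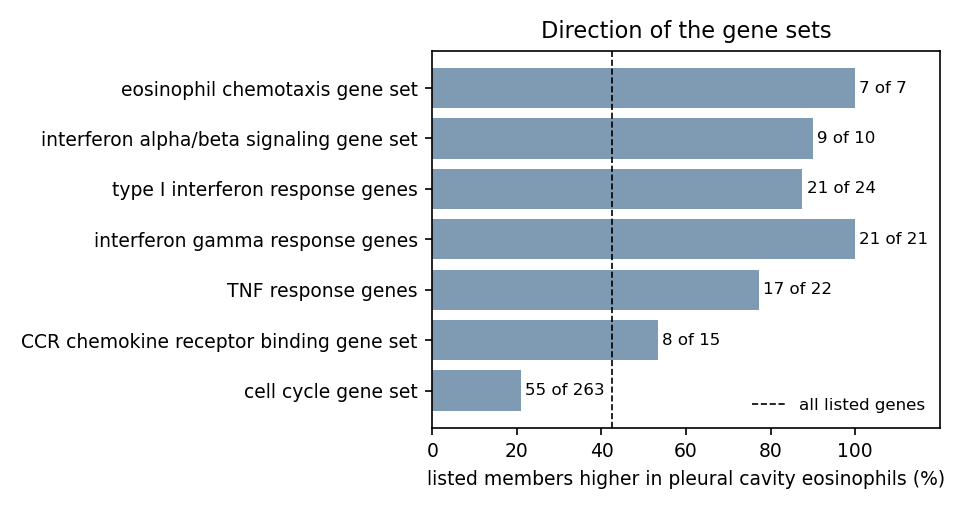
Share of each gene set's listed members that were higher in pleural cavity eosinophils, in percent (horizontal axis), with the number of genes at each bar. The dashed line marks the 42.5% of all 5807 listed genes, and the cell cycle set is the only one of the 7 to its left.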

Gene set enrichment analysis (GSEA) of differentially expressed genes indicated involvement in C-C motif chemokine receptor binding, eosinophil chemotaxis, cell killing regulation, chemokine responsiveness, and IFN-α/β signaling (Supplementary Fig. 5e). Upstream regulator analysis (URA) using ingenuity pathway analysis (IPA) identified central upstream regulators like IFN-γ, TNF-α, IL-21, and IFN-α/β (Supplementary Fig. 5f). Moreover, IRF7, IRF3, and GATA1 were top predicted upstream transcription regulators (Supplementary Fig. 5g) (normalized *P* < 0.05, |NES | >1).

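The target genes that IPA assigns to each regulator were not used here, so lists of response genes written before the data were examined stand in for them. The interferon gamma response list held 36 genes, of which 21 were listed. All 21 were higher in pleural cavity eosinophils (two-sided Fisher's exact test against the other listed genes, p = 1.50e-08, adjusted 5.24e-08), with log2 fold changes from 0.50 to 3.23. Its other members, among them Cxcl9, Ciita and Cd74, were not listed and have no direction here. In the authors' deposited table, Gbp2 had 1981 mean reads in pleural cavity and 171.5 in bone marrow eosinophils, and Icam1 had 2544.5 and 478.5. Of the 42 genes of the type I interferon response list, 24 were listed. Isg15, Mx1 and Rsad2 were among those not listed. Of the 24, 21 were higher (two-sided Fisher's exact test, p = 8.08e-06, adjusted 1.89e-05). The largest increase on that list in the authors' deposited table was that of Ifi27l2a, with a log2 fold change of 2.52. The other 3 were lower. Ifit2 and Ifit3 had log2 fold changes of -4.52 and -2.58 in the authors' deposited table, and Ifit3b, with 2.1 mean reads in pleural cavity eosinophils in the authors' deposited table, was at least 43.7-fold lower when 3 reads are taken as the floor. Reads were fractional for Ifit3 and Ifit3b. Of the 34 genes of the TNF response list, 22 were listed, and Il6 and Cxcl1 were among those not listed. Of the 22, 17 were higher (two-sided Fisher's exact test, p = 0.00170, adjusted 0.00297). Among genes above the median of mean expression, 82.4% of its listed genes were higher, against 64.3% of the others (two-sided Fisher's exact test, p = 0.136). Csf1 and Nfkbia on that list had log2 fold changes of 2.96 and 1.94 in the authors' deposited table, and Vcam1 had -7.51. Of the cytokine genes, Tnf had a log2 fold change of -1.85 in the authors' deposited table (q = 2.62e-08), and Ifng, Il21 and Ifnb1 were not listed, which gives them no direction. Among receptor genes, the authors' deposited table gives log2 fold changes of 0.93 for Tnfrsf1b, 0.84 for Ifnar1, whose reads were fractional, -0.68 for Ifnar2 and -1.08 for Il21r, while Ifngr1 and Ifngr2 were not listed.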

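Transcripts of all 3 regulators were listed and were higher in pleural cavity eosinophils. Irf7 lies on chromosome 7 of GRCm38 from 141262706 to 141266481, and the authors' deposited table gives it a log2 fold change of 0.84 (q = 0.00140). Irf3, on chromosome 7 from 44997648 to 45002848, had 3404 mean reads in pleural cavity and 1744.5 in bone marrow eosinophils in the authors' deposited table, a log2 fold change of 0.69 (q = 1.67e-04). Gata1, on chromosome X from 7959260 to 7978071, had a log2 fold change of 1.24 in the authors' deposited table (q = 9.33e-15), so it alone of the 3 passed the threshold of 1. Of the 20 transcription regulators drawn in Supplementary Fig. 5g, 9 had a listed transcript, and 7 of these changed in the direction in which the regulator is drawn, too few genes to tell this from chance (two-sided exact binomial test, p = 0.180). Irf7 and Irf3 were not read among the regulators drawn there, and the paper's text gives no direction for them. If both are taken as activated, the count is 9 of 11 (two-sided exact binomial test, p = 0.0654). Myc and Foxm1, drawn as inhibited, had log2 fold changes of -3.69 and -4.92 in the authors' deposited table. The exceptions were Klf3, with a log2 fold change of 2.89 in the authors' deposited table and fractional reads, and Mlxipl, which the authors' deposited table lists with 312 mean reads in pleural cavity and 0 in bone marrow eosinophils, at least 85.2-fold higher when 3 reads are taken as the floor.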

To understand the mechanism of eosinophil recruitment into pleural cavity, we analyzed gene sets correlated with eosinophil chemotaxis, identifying 18 enriched genes (Fig. 4a). 

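Of the 18 genes drawn in Fig. 4a, 7 were listed and all 7 were higher in pleural cavity eosinophils, against 42.4% of the other 5800 listed genes (two-sided Fisher's exact test, p = 0.00249, 0.00324 after adjustment over the 7 sets tested). The remaining 11, among them Ccl11, Ccl2 and Ccl5, were not listed. The paper chose this set from an enrichment analysis of the same data, so the test is no independent check of that enrichment. Ccr3 lies on chromosome 9 of GRCm38 from 124021972 to 124031689 on the plus strand. In the authors' deposited table it had 67556.5 mean reads in pleural cavity and 17177.5 in bone marrow eosinophils, a log2 fold change of 1.66 (q = 8.65e-33). Ccl6 had the most reads of the 7, with 545792 and 94408 mean reads in the authors' deposited table and a log2 fold change of 2.19. Log2 fold changes of 3.93 for Ccl9, whose reads were fractional, 2.33 for Ccl3 and 1.29 for Il4 are given in the authors' deposited table. Ccl24 rested on fewer reads, 131 against 5 in the authors' deposited table, with a log2 fold change of 4.28. Dapk2 was the only listed gene of the 7 that stayed under the threshold of 1, at 0.55 in the authors' deposited table. Among genes above the median of mean expression, 6 of 6 listed members were higher, as were 64.3% of the others (two-sided Fisher's exact test, p = 0.0951, the smallest p that 6 higher members allow there). The paper presents this gene set in asking how eosinophils are recruited, then blocks CCR3 in mice, and from the impaired recruitment proposes that CCR3 has a role in bringing eosinophils into the pleural cavity.

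**Figure D3:**
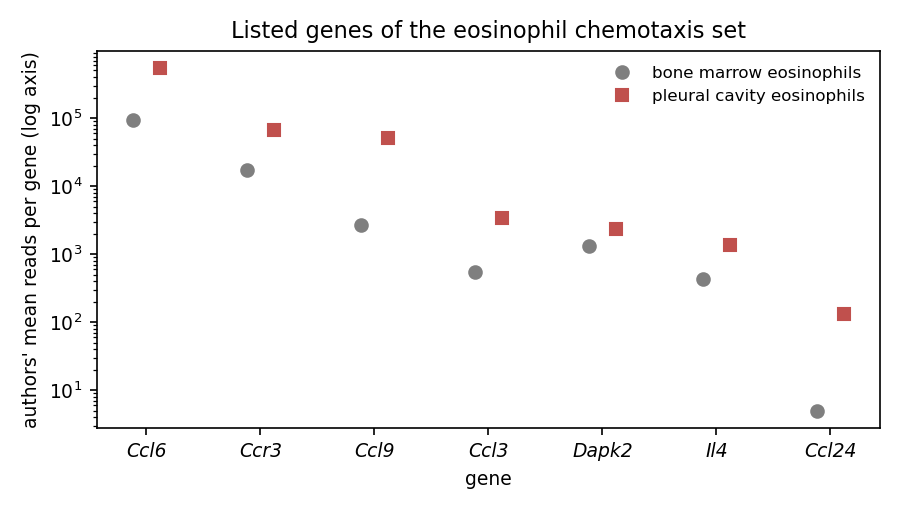
The authors' mean reads per gene (vertical axis, logarithmic) in bone marrow eosinophils (circles) and pleural cavity eosinophils (squares) for the 7 listed genes of Fig. 4a, without scaling for depth and without error bars because values per library were not analysed here. Each square lies above its circle, from 131 against 5 for Ccl24 to 545792 against 94408 for Ccl6 in the authors' deposited table.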

We confirmed that >95% of CCR3^+^ cells in pleural cavity were eosinophils (Supplementary Fig. 6). Using the SB297006 to knockdown CCR3 in MPE models (Fig. 4b), we observed impaired eosinophil recruitment (Fig. 4c–e), increased pleural tumor burden (Fig. 4f, g), and MPE volume (Fig. 4h). These findings suggest that CCR3 plays a crucial role in eosinophil recruitment into pleural cavity, inhibiting MPE formation.

**Fig. 4:**
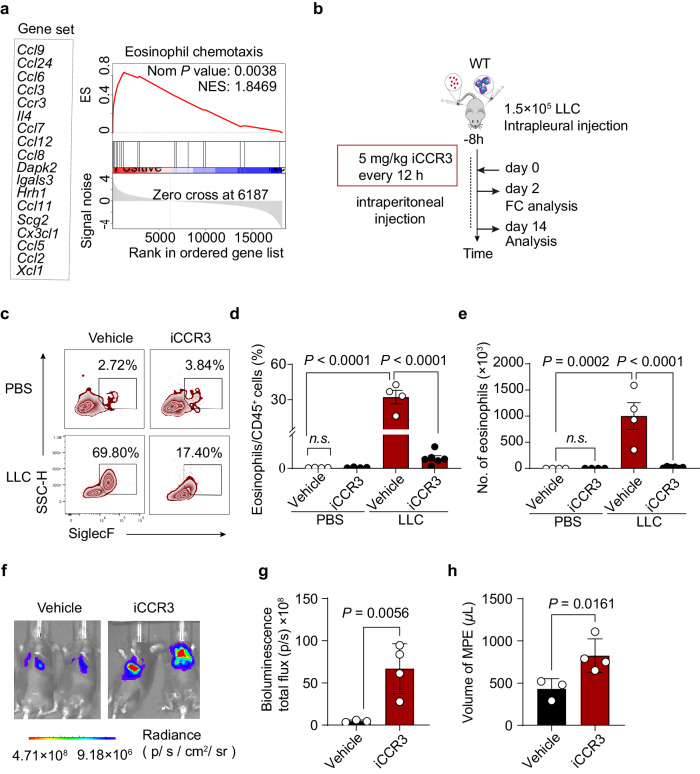
Eosinophils recruitment facilitated by CCR3. **a** Eosinophils from bone marrow and pleural lavage fluid at day 2 were sorted by MACS and FACS and subjected to RNA sequencing to profile gene expression. The enriched eosinophil chemotaxis pathway gene set is shown (NES = 1.846; NOM *P* = 0.003). **b**–**h** Blockade of CCR3 inhibited eosinophil recruitment, promoted pleural tumor growth, and increased MPE volume. **b** Experimental design of iCCR3. **c** Representative flow cytometry diagram of eosinophils in pleural lavage fluid. Eosinophils were identified as DAPI^-^CD45^+^Gr1^-/low^CD11c^-^CD11b^+^F4/80^+^SiglecF^+^SSC^hi^ cells. **d**, **e** Number of eosinophils and percentage of eosinophils/CD45^+^ cells. **f** Representative images of bioluminescence analysis. **g**, **h** Bioluminescence measured as photons per second (p/s) and effusion volume recorded. Data are mean ± SEM. Two-way ANOVA followed by Bonferroni test for (**d**, **e**) two-tailed unpaired Student’s *t* test for (**g**, **h**). *P*< 0.05 were considered significant (*n* = 4 per group). Abbreviations: *n.s*. not significant.

### Strategies for increasing eosinophils

To explore eosinophils as a potential MPE therapy, we employed several methods. First, transferring eosinophils to WT mice reduced MPE volume and pleural tumor burden (Fig. 5a–c). We then measured 200 cytokines and found CCL11 (eotaxin1), a CCR3 ligand, significantly increased in Eos-null mice compared to WT controls (Supplementary Fig. 7a). Other CCR3 ligands showed no differences (Supplementary Table 4). ELISA results revealed higher CCL11 levels in LLC-MPE mice than the control and PB (Supplementary Fig. 7b). CCL11 was also elevated in MPE patients compared to BPE (Supplementary Fig. 7c) and positively correlated with eosinophils counts in MPE patients (Supplementary Fig. 7d).

**Fig. 5:**
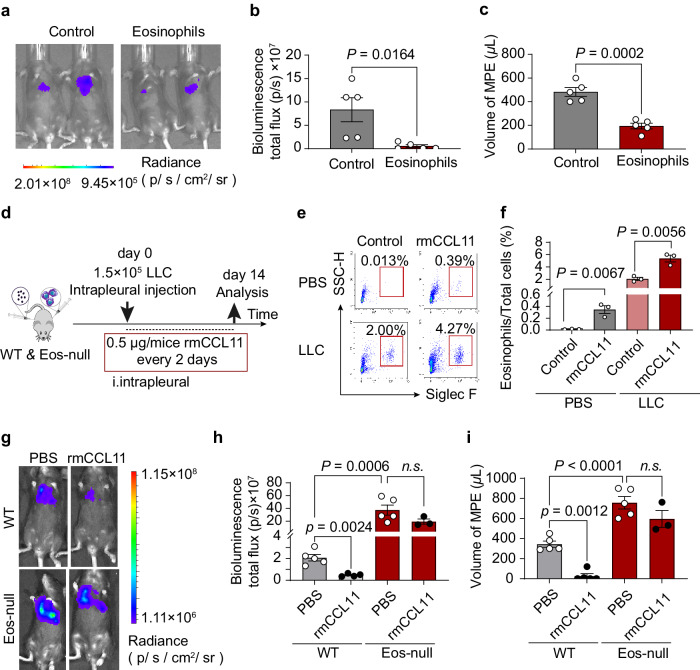
MPE improved by increasing eosinophils via adoptive transfer and intrapleural injection of rmCCL11. **a**–**c** WT mice received eosinophils through adoptive transfer. **a** Representative images of bioluminescence analysis. **b**, **c** Quantitative photon counts within the chest area and the volume of pleural effusions. *n* = 5 per group. **d**–**i** Intrapleural injection of rmCCL11 promoted eosinophil recruitment, inhibited pleural tumor growth, and decreased MPE volume. **d** Experimental design schematic. **e** Representative flow cytometry diagram of eosinophils in pleural lavage fluid. Eosinophils were identified as DAPI^-^CD45^+^Gr1^-/low^CD11c^-^CD11b^+^F4/80^+^SiglecF^+^SSC^hi^ cells. **f** Number of eosinophils and percentage of eosinophils/total cells. *n* = 3 per group. **g** Representative images of bioluminescence analysis. **h**, **i** Quantitative photon counts within the chest area and the volume of pleural effusion. Data are mean ± SEM. Two-tailed unpaired Student’s *t* test for (**b**, **c**) two-way ANOVA followed by Bonferroni test for (**f**, **h**, **i**). *P* < 0.05 were considered significant. Abbreviations: *n.s*. not significant.

In view of the above findings, another strategy of intrapleural injection with recombinant mouse CCL11 (rmCCL11) was conducted to increase the number of eosinophils (Fig. 5d). Intrapleural injection of rmCCL11 (0.5 μg/mice) increased eosinophils recruitment in pleural cavity following the LLC tumor cells challenge (Fig. 5e, f). In addition, pleural tumor burden and MPE volume were reduced in LLC-MPE mice after intrapleural injection of rmCCL11 (0.5 μg/mice) (Fig. 5g–i).

Using *Il5* Tg mice, which constitutively overexpress *Il5* in T cells^30^, we achieved continuous eosinophil production. Eosinophilia reduced pleural tumor burden, MPE volume, and permeability in LLC-MPE mice (Fig. 6a–d), doubling survival duration (Fig. 6e, f). No difference in cleaved-caspase 3 and Ki67 was observed between groups (Supplementary Fig. 8a–c).

**Fig. 6:**
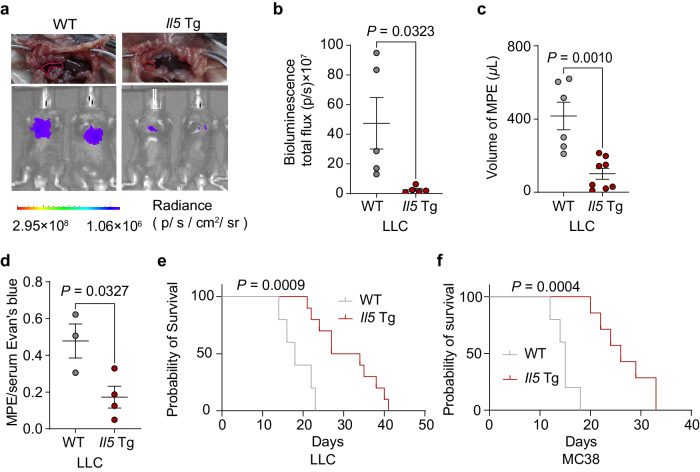
Increased eosinophil production by genetic engineering of mice for MPE treatment. **a** Representative images of effusions and bioluminescence analysis at day 14 after pleural tumor challenge with LLC-Luc. **b** Bioluminescence measured as photons per second (p/s). *n* = 5 per group. **c** Volume of effusion. *n* = 5–8 per group. **d** Pleural permeability assay performed by calculating the MPE/serum Evan’s blue ratio in the LLC-MPE model. *n* = 3–4 per group. **e**–**f** Survival curves of WT mice and *Il5* Tg mice in the LLC-MPE (**e**) and MC38-MPE (**f**) models. *n* = 7–15 per group. Data are shown as mean ± SEM. Two-tailed unpaired Student’s *t* test for (**b**–**d**). Kaplan–Meier survival statistical analysis was performed using the log-rank test (**e**–**f**). *P* < 0.05 were considered statistically significant.

Overall, our results suggest that increasing eosinophils through adoptive transfer of eosinophils or increasing eosinophil numbers may be a promising therapeutic approach for mitigating MPE.

## Discussion

The precise role of eosinophils in MPE remains ambiguous. Our investigation revealed an accumulation of eosinophils in MPE patients, where higher eosinophil counts corresponded to lower LENT scores. Additionally, we observed a dynamic recruitment of eosinophils to pleural cavity in MPE mice. Notably, the absence of eosinophils aggravated MPE by altering the microenvironment, while the exacerbation of the condition occurred with the use of CCR3 inhibitors, which prevent eosinophil entry. In addition, interventions involving adoptive transfer or increased eosinophil numbers showed a reduction in MPE partly.

Previous research has consistently shown higher eosinophil levels in both MPE patients and MPE mice^25,26^. Across various models (LLC-MPE, MC38-MPE, and 4T1-MPE), we observed distinct variations in eosinophil dynamics within pleural cavity. That might be attributed to the unique biological characteristics exhibited by different tumor cell types. Interestingly, research on eosinophils’ role in MPE presents conflicting findings^26,27^. In a study by Timothy S. Blackwell et al., they observed a significant reduction in MPE formation in mice lacking IL-5. This reduction coincided with decreased levels of eosinophils and myeloid-derived suppressor cells (MDSCs)^26^. Conversely, our investigation, using Eos-null mice, demonstrated that eosinophils inhibited MPE formation. IL-5, known for its role in promoting eosinophil development and allergic responses, also influences B cells, MDSCs and neutrophils^31,32^. Studies show that IL-5 expression in specific cells can induce massive eosinophilia and an increase in total white blood cells^30^. This discrepancy underscores the complexity of IL-5 mechanism in experimental MPE formation, potentially involving eosinophil recruitment, MDSCs influence, or other facets of IL-5 signaling. Understanding the intricate role of IL-5, eosinophils, and MDSCs in MPE formation remains a complex field requiring further investigation.

MPE is mainly the effect of tumor metastasis. Actually, eosinophils exhibit a diverse impact on tumor metastasis. In several studies, eosinophilic infiltration demonstrated promising prognostic value in certain cancers. Gastric cancer showed improved overall survival with eosinophilic infiltration^33^. Human colonic carcinomas displayed higher survival rates and fewer metastases with elevated eosinophil counts^34^. Non-metastatic carcinoma patients exhibited increased eosinophil numbers compared to metastatic carcinoma patients^35^. Additionally, lung cancer patients with EPE have better prognoses than non-EPE patients^27^. Furthermore, other research highlights the potential antitumor effects of eosinophils in the tumor metastasis. In the context of pulmonary metastatic mammary tumors, eosinophils inhibited tumor growth by releasing EPX and effectively killing breast tumor cells (e.g., EO771 cells)^36^. Ariel Munitz et al. discovered that eosinophils affected by breast cancer lung metastases boosted antitumor immunity by facilitating the infiltration of CD4^+^T and CD8^+^T cells promoting an immune response against tumors^21^. However, our prior findings suggesting a possible exacerbation of tumor metastasis due to eosinophilic inflammation, which may be mediated through direct cross-talk between eosinophils and tumor cells via the CLL6-CCR1 axis^25^. Overall, the role of eosinophils during tumor metastasis is likely determined by the tumor type, metastatic site, and the microenvironment. For example, metastasis-entrained eosinophils and inflammation-entrained eosinophils in the lung may display different features and functions, which is crucial for developing targeted therapies and interventions in cancer treatment.

The role of eosinophils in the tumor microenvironment encompasses both pro-tumor and anti-tumor activities^20^. Recent understanding highlights the plasticity of immune cells^37,38^, suggesting varied phenotypes among eosinophils^18,39–42^, leading to distinct responses based on the tumor context. Eosinophils seem to react differently to various mediators, including IFN-γ, IL-5, IL-33, CCL11^24,43–46^, and tumor-derived TSLP^47^, resulting in either enhanced cancer cell killing or promotion of tumor growth. Our RNA-Sequencing data revealed eosinophils’ ability to respond to upstream IFN-γ, TNF-α, IL-21, and IFN-α/β signaling, which could be secreted by CD4^+^T cells and CD8^+^T cells. The predicted upstream transcription regulators IRF3 and IRF7 were reported to protect against infections and cancer^48,49^. Furthermore, another predicted upstream transcription regulators TP53, has previously been shown to reduce the expression of M2 transcripts in macrophages^50^. Surprisingly, their transcriptome closely resembles metastasis-entrained eosinophils^21^, hinting at potential anti-tumor properties in the MPE environment. Additionally, the absence of eosinophils appears to heighten immunosuppression within MPE, suggesting their role in modulating several immune cells. Better understanding of the eosinophil–lymphocyte interactions in the tumor microenvironment might encourage the development and optimization of therapeutic strategies for cancer immunotherapy^51^. Thus, further exploration is needed to decipher how eosinophils influence NK cells and T cell subsets, which will contribute to the advancement of therapeutic strategies for managing MPE.

Multiple clinical observations link eosinophils to cancer immunotherapy^22,46^. Given the transformative impact of gene therapy and immunotherapy on MPE treatment^52^, our research highlights the potential of adaptive eosinophil transfer and strategies boosting eosinophil levels as a step forward in developing eosinophil-based immunotherapies to target MPE.

In summary, the eosinophils recruitment mediated by CCL11 and CCR3 exerts inhibitory effects on the formation of MPE by reshaping its microenvironment probably. These findings present a promising avenue for exploring the potential utilization of eosinophils in clinical strategies aimed at managing MPE.

## Methods

### Human subjects

Patients confirmed MPE and benign pleural effusions (BPE) admitted between February 13, 2022 to October 31, 2023 were recruited (Supplementary Table 1). MPE, BPE, and blood samples from each patient were collected at the Second Affiliated Hospital of Zhejiang University School of Medicine, the Shanghai General Hospital of Shanghai Jiao Tong University School of Medicine, and the Union Hospital of Huazhong University of Science and Technology of Tongji Medical College. At the time of sample collection, the patients had not received any therapy, like anti-cancer therapy, corticosteroids, or other non-steroidal anti-inflammatory drugs. All procedures performed in studies involving human participants were in accordance with the ethical standards of the ethics committees of the Second Affiliated Hospital of Zhejiang University School of Medicine, the Shanghai General Hospital of Shanghai Jiao Tong University School of Medicine, and the Union Hospital of Huazhong University of Science and Technology of Tongji Medical College institutions (approval number: 2022 NO.0119, 2022 NO.167, and [2022] IEC [252], respectively) and with the 1964 Helsinki Declaration and its later amendments or comparable ethical standards. Prior to participation in the study, all patients were informed and signed an informed consent form.

### Mice

C57 BL/6, BALB/C Wild-type (WT) mice and CD45 locus (B6-CD45.1) mice were acquired from Shanghai SLAC Laboratory Animal Co. Ltd. (Shanghai, China). Eosinophil peroxidase-promoter diphtheria toxin A chain transgenic (eosinophil-deficient [Eos-null]) mice^29^ and Cd3δ -promoter *Il5* transgenic (*Il5* Tg) mice^30^ were generated as previously described and provided by the late Dr. James J. Lee (Department of Biochemistry and Molecular Biology, Mayo Clinic, Rochester, Minnesota, USA). Genotypes of transgenic mice and WT littermates were confirmed through polymerase chain reaction analysis of tail snip DNA. All mice were 6- to 8-week-old, sex- and weight-matched, and randomly assigned to different groups. Mice were housed in a specific pathogen-free facility in the Zhejiang University animal center and received food and water ad libitum. Animal experiments were conducted in strict accordance with the protocols approved by the Ethics Committee for Animal Studies at Zhejiang University (approval number: ZJU20220030).

### Syngeneic mouse MPE and myocardial infarction (MI) models

MPE models were prepared by intrapleural injection of 1.5 × 10^5^ LLC, LLC-Luci, MC38, or 4T1 cells as previously described^53^. See the Supplementary Materials Methods for details about the cell lines. Briefly, mice were anesthetized by the intraperitoneal injection (i.p.) of sodium pentobarbital (40 mg/kg), and the area overlying the anterior and lateral chest wall was disinfected. Following that, a 1 cm wide skin incision was made at the xiphoid level on the left anterolateral thoracic area. Fascia and muscle were removed until the ribs and pleural cavity were visible, allowing 50 μL of cell suspension (3 × 10^6^ cells/mL) to be injected easily through an intercostal space. A 5–0 monofilament silk suture was used to close the incision. Animals were hydrated with 1 mL (i.p.) of normal saline and monitored until they recovered. A unique technique previously described was used to cause MI by permanently clamping the left anterior descending (LAD) coronary artery for the control of the MPE model^54,55^. Ischemia was confirmed by distal myocardial bleaching and the identical process was performed on sham-operated mice without LAD ligation. Mice were sacrificed at different days (0, 2, 3, 4, 6, 8, 9, 10, 11, 12, 14) post-MPE or post-MI by the sodium pentobarbital (70 mg/kg) (i.p.), and the blood sampled were collected by eyeball extirpating for further studies. Before harvest, an echocardiogram was performed and mouse tibia length was measured for MI mice. For pleural lavage, 1 mL of phosphate-buffered saline (PBS) was injected intrapleurally and withdrawn after a 30-second wait^26,56–58^. Mice were sacrificed when moribund (11–14 days post-tumor cell injection) for survival, pleural fluid, pleural tumor, and pleural permeability analyses. In survival experiments, a > 20% decline in body weight compared to initial weight or death events indicated biological death. Regarding pleural fluid, mice with volumes ≥100 μL were considered to have MPE and underwent fluid aspiration, while those with volumes <100 μL were deemed pleural effusion-free and underwent pleural lavage. Total MPE nucleated cells were counted using automatic cell counter.

### Intervention for the MPE model

Recombinant mouse C-C motif chemokine ligand 11 (rmCCL11) (0.5 μg/mice in 100 μL PBS) (PeProTech, Cat#250-01) or PBS (100 μL) (Hyclone, Cat#SH30256.01) was administered intrapleurally every 3 days starting from day 4. Small molecule C-C motif chemokine receptor 3 (CCR3) inhibitors SB297006 (Selleck, Cat#S0129) and corn oil (Solarbio LIFE SCIENCE, Cat#8001-30-7) as vehicle were delivered intraperitoneally at a dose of 5 mg/kg every 12 h. Peripheral blood (PB) and spleen eosinophils from *Il5* Tg mice were resuspended in 200 μL of PBS and injected into the tail vein (5–10 × 10^6^ eosinophils/per mouse). See the Supplementary Materials Methods for details on the isolation of eosinophils.

### Flow cytometry (FC) analysis

To prevent non-specific binding, cells were incubated with purified anti-mouse CD16/32 monoclonal antibodies (Biolegend (1 in 5 dilution), Cat#101320) for 15 min at room temperature. Next, cells were incubated for 30 min on ice in the dark with appropriate dilutions of various combinations of anti-mouse cell surface antibodies. The following antibodies were used for FC analysis. For eosinophils: Brilliant Violet 605-CD45 (Biolegend (1 in 200 dilution), Cat#103155), APC/Cy7-CD11b (Biolegend (1 in 200 dilution), Cat#101226), APC-CD11c (Biolegend (1 in 200 dilution), Cat#117310), PE/Cy7-Gr1 (Biolegend (1 in 200 dilution), Cat# 108416), FITC-F4/80 (Biolegend (1 in 200 dilution), Cat#123107), PE/Cy7-F4/80 (Biolegend (1 in 200 dilution), Cat#123114), PE-SiglecF (BD Biosciences (1 in 100 dilution), Cat#552126), APC-CCR3 (Biolegend (1 in 200 dilution), Cat#144511), and FITC-CD45.2 (Biolegend (1 in 200 dilution), Cat#109805).

For FC analysis of human eosinophils in pleural effusions, the following antibodies (all purchased from Biolegend) were used: FITC-CD45 (1 in 50 dilution, Cat#368507), APC-CCR3 (1 in 50 dilution, Cat#310707), and PE-Siglec8 (1 in 50 dilution, Cat# 347103).

All data were acquired using a CytoFlex analyzer (Beckman Coulter Life Science) and analyzed with FlowJo 10.8.1 (BD Biosciences) or CytExpert 2.0 software (Beckman Coulter Life Science). Doublets and dead cells were excluded based on forward and side scatter and DAPI (1 in 1000 dilution) following the manufacturer’s instructions.

### Bioluminescence imaging

MPE models were prepared by intrapleural injection of LLC-Luc cells (1.5 × 10^5^ per mouse). On day 14, MPE mice were anesthetized with 1% pentobarbital sodium and received an intraperitoneal injection of D-luciferin (Selleck, Cat#S7763) following the manufacturer’s instructions. After 10 min, mice were imaged with a 1-min exposure time using the IVIS Lumina III system (PerkinElmer). Data were analyzed using Living Image® v.4.3.1 (Perkin-Elmer).

### Pleural permeability assay

Mice with MPE received an intravenous injection of 0.1 mL of Evans Blue (10 mg/mL) (Thermo Fisher Scientific, Cat#A16774.18) and were sacrificed after 30 min. The concentration of Evans Blue in the pleural fluid was determined by measuring absorbance at a wavelength of 630 nm using a microplate reader (Tecan)^59^.

### Statistical analyses

All data were included in the experiments. Data are presented as mean ± SEM. Statistical analysis was performed using Prism 9.0 (GraphPad Software) and R. For two-group comparisons, *P* values were calculated using unpaired or paired two-tailed Student’s *t* tests, unless specified otherwise. Comparing more than two groups involved one-way and two-way ANOVA with Bonferroni tests, and Kaplan–Meier survival estimates utilized the log-rank test when appropriate. *P* < 0.05 indicated statistically significant differences.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

Supplementary Materials

Reporting summary

## Data Availability

The RNA-seq data generated in this study were deposited in the GEO under the accession number GSE245575. CyTOF data have been deposited with the FlowRepository (FR-FCM-Z759). Additional data of this study are available from the corresponding author upon request.

## References

[1] Semaan R, Feller-Kopman D, Slatore C, Sockrider M (2016). Malignant pleural effusions. Am. J. Respir. Crit. Care Med..

[2] Psallidas I, Kalomenidis I, Porcel JM, Robinson BW, Stathopoulos GT (2016). Malignant pleural effusion: from bench to bedside. Eur. Respir. Rev..

[3] Turajlic S, Swanton C (2016). Metastasis as an evolutionary process. Science.

[4] Stathopoulos GT, Kalomenidis I (2012). Malignant pleural effusion. Am. J. Respir. Crit. Care.

[5] Burgers JA (2008). Pleural drainage and pleurodesis: implementation of guidelines in four hospitals. Eur. Respir. J..

[6] Rintoul RC (2014). Efficacy and cost of video-assisted thoracoscopic partial pleurectomy versus talc pleurodesis in patients with malignant pleural mesothelioma (MesoVATS): an open-label, randomised, controlled trial. Lancet.

[7] Walker S, Mercer R, Maskell N, Rahman NM (2020). Malignant pleural effusion management: keeping the flood gates shut. Lancet Respir. Med..

[8] Murthy P (2019). Making cold malignant pleural effusions hot: driving novel immunotherapies. Oncoimmunology.

[9] Horton B, Spranger S (2018). A tumor cell-intrinsic Yin-Yang determining immune evasion. Immunity.

[10] Spranger S, Gajewski TF (2018). Impact of oncogenic pathways on evasion of antitumour immune responses. Nat. Rev. Cancer.

[11] Andre F (2002). Malignant effusions and immunogenic tumour-derived exosomes. Lancet.

[12] Vignali, P. D. A. et al. Hypoxia drives CD39-dependent suppressor function in exhausted T cells to limit antitumor immunity. *Nat. Immunol.* (2022).10.1038/s41590-022-01379-9PMC1040266036543958

[13] Li XY (2021). Intrapleural injection of Anti-PD1 antibody: a novel management of malignant pleural effusion. Front. Immunol..

[14] Adusumilli PS (2014). Regional delivery of mesothelin-targeted CAR T cell therapy generates potent and long-lasting CD4-dependent tumor immunity. Sci. Transl. Med..

[15] Stacy NI, Ackerman SJ (2021). A tribute to eosinophils from a comparative and evolutionary perspective. J. Allergy Clin. Immunol..

[16] Shah K, Ignacio A, McCoy KD, Harris NL (2020). The emerging roles of eosinophils in mucosal homeostasis. Mucosal Immunol..

[17] Klion AD, Ackerman SJ, Bochner BS (2020). Contributions of eosinophils to human health and disease. Annu. Rev. Pathol-Mech..

[18] Weller PF, Spencer LA (2017). Functions of tissue-resident eosinophils. Nat. Rev. Immunol..

[19] Rosenberg HF, Dyer KD, Foster PS (2013). Eosinophils: changing perspectives in health and disease. Nat. Rev. Immunol..

[20] Grisaru-Tal S, Itan M, Klion AD, Munitz A (2020). A new dawn for eosinophils in the tumour microenvironment. Nat. Rev. Cancer.

[21] Grisaru-Tal S (2021). Metastasis-entrained eosinophils enhance lymphocyte-mediated antitumor immunity. Cancer Res..

[22] Lai W (2021). Human pluripotent stem cell-derived eosinophils reveal potent cytotoxicity against solid tumors. Stem Cell Rep..

[23] Arnold IC (2020). The GM-CSF-IRF5 signaling axis in eosinophils promotes antitumor immunity through activation of type 1 T cell responses. J. Exp. Med..

[24] Reichman H (2019). Activated eosinophils exert antitumorigenic activities in colorectal cancer. Cancer Immunol. Res..

[25] Li F (2021). Eosinophilic inflammation promotes CCL6-dependent metastatic tumor growth. Sci. Adv..

[26] Stathopoulos GT (2010). Host-derived interleukin-5 promotes adenocarcinoma-induced malignant pleural effusion. Am. J. Respir. Crit. Care Med..

[27] Takeuchi E (2022). Eosinophilic pleural effusion due to lung cancer has a better prognosis than non-eosinophilic malignant pleural effusion. Cancer Immunol. Immun..

[28] Clive AO (2014). Predicting survival in malignant pleural effusion: development and validation of the LENT prognostic score. Thorax.

[29] Lee JJ (2004). Defining a link with asthma in mice congenitally deficient in eosinophils. Science.

[30] Lee NA (1997). Expression of IL-5 in thymocytes T cells leads to the development of a massive eosinophilia, extramedullary eosinophilopoiesis, and unique histopathologies. J. Immunol..

[31] Dougan M, Dranoff G, Dougan SK (2019). GM-CSF, IL-3, and IL-5 Family of Cytokines: Regulators of Inflammation. Immunity.

[32] Huffnagle GB, Boyd MB, Street NE, Lipscomb MF (1998). IL-5 is required for eosinophil recruitment, crystal deposition, and mononuclear cell recruitment during a pulmonary infection in genetically susceptible mice (C57BL/6). J. Immunol..

[33] Songun, I. et al. Expression of oncoproteins and the amount of eosinophilic and lymphocytic infiltrates can be used as prognostic factors in gastric cancer. Dutch Gastric Cancer Group (DGCG). *Br. J. Cancer* 74, 1783–1788 (1996).10.1038/bjc.1996.630PMC20772048956793

[34] Pretlow TP (1983). Eosinophil infiltration of human colonic carcinomas as a prognostic indicator. Cancer Res..

[35] Jain M (2014). Assessment of tissue eosinophilia as a prognosticator in oral epithelial dysplasia and oral squamous cell carcinoma-an image analysis study. Pathol. Res. Int..

[36] Cederberg RA (2022). Eosinophils decrease pulmonary metastatic mammary tumor growth. Front. Oncol..

[37] Zhu J, Paul WE (2010). Heterogeneity and plasticity of T helper cells. Cell Res..

[38] Ricketts TD, Prieto-Dominguez N, Gowda PS, Ubil E (2021). Mechanisms of macrophage plasticity in the tumor environment: manipulating activation state to improve outcomes. Front. Immunol..

[39] Marichal T, Mesnil C, Bureau F (2017). Homeostatic Eosinophils: characteristics and functions. Front. Med..

[40] Mesnil C (2016). Lung-resident eosinophils represent a distinct regulatory eosinophil subset. J. Clin. Investig..

[41] Zhu C (2020). Homeostatic and early-recruited CD101(-) eosinophils suppress endotoxin-induced acute lung injury. Eur. Respir. J..

[42] Dolitzky A (2021). Transcriptional profiling of mouse eosinophils identifies distinct gene signatures following cellular activation. Front. Immunol..

[43] Simson L (2007). Regulation of carcinogenesis by IL-5 and CCL11: a potential role for eosinophils in tumor immune surveillance. J. Immunol..

[44] Kataoka S, Konishi Y, Nishio Y, Fujikawa-Adachi K, Tominaga A (2004). Antitumor activity of eosinophils activated by IL-5 and eotaxin against hepatocellular carcinoma. DNA Cell Biol..

[45] Lucarini V (2017). IL-33 restricts tumor growth and inhibits pulmonary metastasis in melanoma-bearing mice through eosinophils. Oncoimmunology.

[46] Hollande C (2019). Inhibition of the dipeptidyl peptidase DPP4 (CD26) reveals IL-33-dependent eosinophil-mediated control of tumor growth. Nat. Immunol..

[47] Xie F (2015). The infiltration and functional regulation of eosinophils induced by TSLP promote the proliferation of cervical cancer cell. Cancer Lett..

[48] King KR (2017). IRF3 and type I interferons fuel a fatal response to myocardial infarction. Nat. Med..

[49] Zilionis R (2019). Single-cell transcriptomics of human and mouse lung cancers reveals conserved myeloid populations across individuals and species. Immunity.

[50] Li L (2015). A unique role for p53 in the regulation of M2 macrophage polarization. Cell Death Differ..

[51] Grisaru-Tal S, Rothenberg ME, Munitz A (2022). Eosinophil-lymphocyte interactions in the tumor microenvironment and cancer immunotherapy. Nat. Immunol..

[52] Sterman DH (2016). Pilot and feasibility trial evaluating immuno-gene therapy of malignant mesothelioma using intrapleural delivery of Adenovirus-IFNα combined with chemotherapy. Clin. Cancer Res..

[53] Stathopoulos GT, Kalomenidis I (2009). Animal models of malignant pleural effusion. Curr. Opin. Pulm Med..

[54] Ma X (2019). A mouse model of heart failure exhibiting pulmonary edema and pleural effusion: Useful for testing new drugs. J. Pharmacol. Toxicol. Methods.

[55] Gao E (2010). A novel and efficient model of coronary artery ligation and myocardial infarction in the mouse. Circ. Res..

[56] Stathopoulos GT (2008). A central role for tumor-derived monocyte chemoattractant protein-1 in malignant pleural effusion. J. Natl Cancer Inst..

[57] Marazioti A (2013). Beneficial impact of CCL2 and CCL12 neutralization on experimental malignant pleural effusion. PLoS One.

[58] Stathopoulos GT (2007). Tumor necrosis factor-alpha promotes malignant pleural effusion. Cancer Res..

[59] Lin H (2014). Interplay of Th1 and Th17 cells in murine models of malignant pleural effusion. Am. J. Respir. Crit. Care Med..

# Supplementary material for: CCL11/CCR3-dependent eosinophilia alleviates malignant pleural effusions and improves prognosis
**Source:** NPJ Precis Oncol. 2024 Jun 29;8:138. doi: 10.1038/s41698-024-00608-8
**Supplement:** Supplementary file 1 — Supplementary Materials

## **Supplementary Methods**

### **Cell lines and cell culture**

Mouse LLC, MC38, 4T1, and LLC-Luc<sup>1</sup> cells were cultured in Dulbecco's modified Eagle's medium (DMEM) (Hyclone; Cat#SH30023.01) with 10% fetal bovine serum (FBS) (Gibco; Cat#10437028) and penicillin-streptomycin (100 U/mL) (Thermo Fisher; Cat#15140122). The cells were incubated at 37°C in a 5% CO<sub>2</sub> humidified atmosphere. Cell lines were biannually tested for identity (short tandem repeat method) and checked for Mycoplasma Spp. (PCR) every 2 weeks.

### **Preparation of LLC cell-conditioned media without fetal bovine serum**

LLC cell-conditioned media was prepared by culturing confluent LLC tumor cells in serum-free media for 72 hours, followed by centrifugation to remove residual cells and debris<sup>2</sup>.

### **Echocardiography**

The echocardiogram was used to select the post-MI mice. Mice were given isoflurane anesthesia, and the echocardiography equipment (VINNO, VINNO D6VET, China), which has a 23-MHz transducer, was used to do the echocardiographic evaluation. At different days after MI, two-dimensional echocardiographic images of the parasternal long axis M-mode were acquired.

The left ventricle (LV) wall thickness, end-diastolic diameter (LV EDD), and end-systolic diameter (LV ESD) were measured using M-mode tracings acquired at the mid-papillary muscle level. The built-in software program determined the percentage of fraction shortening (%FS), ejection fraction (%EF), and other cardiac functions. The VINNO software was used for echocardiography analysis. Finally, choose the post-MI mice with impaired cardiac function for the future analysis.

#### **Isolation of eosinophils.**

**For migration, cell killing assessment and adaptive transfer:** Eosinophils were isolated from *Il5* Tg mouse PB and spleen using MACS with percoll (GE healthcare; Cat#65455-52-9) gradient, biotin anti-mouse CD4 (Biolegend ( 0.2 µg per 10<sup>6</sup> cells in 100 µL volume); Cat#100404), CD8a (Biolegend ( 0.2 µg per 10<sup>6</sup> cells in 100 µL volume); Cat#100704), B220 (Biolegend ( 0.2 µg per 10<sup>6</sup> cells in 100 µL volume); Cat#103204), NK1.1 (Biolegend ( 0.2 µg per 10<sup>6</sup> cells in 100 µL volume); Cat#108704), Ly6G (Biolegend ( 0.2 µg per 10<sup>6</sup> cells in 100 µL volume); Cat# 127603), CD115 (Biolegend ( 0.2 µg per 10<sup>6</sup> cells in 100 µL volume); Cat#135507), CD11c (Biolegend ( 0.2 µg per 10<sup>6</sup> cells in 100 µL volume); Cat#117303) and Ter119 (Biolegend ( 0.2 µg per 10<sup>6</sup> cells in 100 µL volume); Cat#116204) antibodies, and anti-biotin magnetic beads (Miltenyi Biotec; Cat#130-090-485). Eosinophil purity was confirmed as >95%

(viability >98%) via FC analysis. **For RNA sequencing:** Eosinophils were isolated from LLC MPE-bearing WT mouse bone marrow (BM) and pleural cavity (PC) using MACS and fluorescence-activated cell sorting (FACS). Red blood cells (RBC) were removed. The bone marrow cells were enriched with biotin-F4/80 (Biolegend (1 in 200 dilution), Cat#123106) antibody and anti-biotin magnetic beads for positive isolation, while the cells in the pleural cavity were enriched with biotin-CD45 (Biolegend (1 in 200 dilution), Cat#103103). Eosinophils were sorted as DAPI<sup>-</sup>CD45<sup>+</sup>SiglecF<sup>+</sup>SSC<sup>hi</sup> (bone marrow) and DAPI<sup>-</sup>CD11C<sup>-</sup>Gr1<sup>-/low</sup>CD11b<sup>+</sup>F4/80<sup>+</sup>SiglecF<sup>+</sup>SSC<sup>hi</sup> (pleural cavity) with a FACS Aria instrument (BD Biosciences), with a purity of >99% (viability >99%). The purification of eosinophils was identified by Wright-Giemsa staining (Baso, Cat#BA-4017).

### **Eosinophil migration assay**

We tested eosinophil migration using Transwell chambers with 5-μm pore filters (Merck, Cat#CLS3421)<sup>2</sup>. 10<sup>6</sup>/mL eosinophils per 400μL RPMI-1640 medium were seeded in the upper chamber, 10% LLC tumor cell-conditioned media, and 10% pleural lavage fluid in the lower chamber. After 12 hours, we counted the eosinophils using a flow cytometer and cell counter.

### **Cell killing assessment**

## **Non-contact co-culture of target tumor cells with eosinophils**

We evaluated eosinophil non-contact killing using Transwell chambers containing 4- $\mu$ m pore filters (Merck, Cat#CLS3413). LLC, 4T1, and MC38 cells were seeded in the lower chamber, reaching a final count of  $5 \times 10^5$  cells per well. Eosinophils, suspended in 400  $\mu$ L RPMI-1640 medium, were seeded in the upper chamber at different ratios (0:1, 1:1, 2:1, 5:1) in relation to tumor cells. Following a 4-hour incubation, DAPI staining was swiftly applied to detect tumor cells and identify dead cells within a 5-minute timeframe according to the manual.

## **Contact co-culture of target tumor cells with eosinophils**

Eosinophils were isolated from the peripheral blood of *IL5*Tg mice. LLC, 4T1, and MC38 cells were pre-treated with CFSE (Thermo Fisher, Cat#C34554) according to the manual and subsequently seeded in 96-well plates to attain a final count of  $1 \times 10^4$  cells per well. Then eosinophils were co-seeded with LLC, 4T1, and MC38 cells at different ratios (0:1, 1:1, 2:1, 5:1). After a 4-hour co-culture period, rapid identification and detection of dead cells were conducted using 7-AAD staining (Vazyme, Cat#A213-01) according to the manual, while CFSE staining was utilized to identify tumor cells and eosinophils.

## **Immunofluorescence**

For eosinophil detection, cells on slides were fixed in 4% paraformaldehyde, permeabilized for 20 min in 0.25% Triton X-100/PBS, and blocked for 60 min with bovine serum albumin. Cells were then incubated with primary antibody against eosinophil peroxidase (EPX) (5 µg/mL) (Mayo Clinic) overnight at 4°C. Next, cells were incubated with fluorescent anti-mouse secondary antibody Alexa Fluor®555 (Thermo Fisher Scientific, Cat#A28180) for 1 h for immunofluorescence analysis. 4',6-diamidino-2-phenylindole (DAPI) (Solarbio LIFE SCIENCE (1 in 1000 dilution); Cat# 28718-90-3) was used to stain cell nuclei. For isotype control, primary antibody was omitted. Fluorescence microscopy was performed on an Olympus IX83-FV3000-OSR confocal microscope (Olympus), and images were processed with FV31S-SW Viewer software and FV31S-DT (Ver.2.6) (Olympus).

### **Immunohistochemistry staining**

Immunohistochemistry staining was conducted on 5µm-thick pleural tumor sections to assess Ki67 (Abcam (1 in 1000 dilution), Cat#ab183685), and cleaved-caspase 3 (CST (1 in 200 dilution), Cat#9664) expression. Formalin-fixed, paraffin-embedded samples were prepared on SuperFrost Plus slides (Menzel-Gläser) and processed in an automated autostainer (Bond III; Leica Biosystems) with Bond Polymer Refine Detection and ChromoPlex TM1 Dual

Detection. Diaminobenzidine (Sigma–Aldrich, Cat#D8001) served as the chromogenic substrate. Image J was used for image analysis.

## **Cytometry by Time-of-Flight (cyTOF)**

CyTOF analyses were performed by PLTTech Inc. (Hangzhou, China) according to the previously described protocol<sup>3</sup>. The details are as follows.

### **CyTOF sample preparation and experimental manipulation**

Cell suspensions were collected from pleural lavage as described above. Total cells were stimulated with cell activation cocktail (with Brefeldin A) (Biolegend, Cat# 423303) for 4 h.  $4 \times 10^6$  cells were washed once with 1xPBS and then stained with 100 $\mu$ L of 250nM cisplatin (Fluidigm) for 5min on ice to exclude dead cells, and then incubated in Fc receptor blocking solution before stained with surface antibodies cocktail for 30 min on ice. Cells were washed twice with FACS buffer (1xPBS + 0.5%BSA) and fixed in 200 $\mu$ L of intercalation solution (Maxpar Fix and Perm Buffer containing 250nM 191/193Ir, Fluidigm) overnight. After fixation, cells were washed once with FACS buffer and then perm buffer, stained with intracellular antibodies cocktail for 30 min on ice. Cells were washed and resuspend with deionized water, adding into 20% EQ beads (Fluidigm), acquired on a mass cytometer (Helios, Fluidigm). The details of the antibodies are shown in **Supplemental Table 2**.

### **CyTOF data analysis**

Data of each sample were debarcoded from raw data using a doublet-filtering scheme<sup>4</sup> with unique mass-tagged barcodes. Each .fcs file generated from different batches were normalized through bead normalization method. Manually gate data using a FlowJo software to exclude to debris, dead cells and doublets, leaving live, single immune cells. Apply the X-shift clustering algorithm<sup>5</sup> to all cells to partition the cells into distinct phenotypes based on marker expression levels. Annotate cell type of each cluster according to its marker expression pattern on a heatmap of cluster vs marker. Use the dimensionality reduction algorithm t-SNE<sup>6</sup> to visualize the high-dimensional data in two dimensions and show distribution of each cluster and marker expression and difference among each group or different sample type. Perform *t*-test statistical analysis on the frequency of annotated cell population.

## **RNA sequencing and bioinformatics analysis**

**RNA sequencing:** Total RNA was extracted from the eosinophils using RNeasy Micro kit (QIAGEN, Cat#74004) according to the manual instruction. Approximately 40, 000 eosinophils per sample were used for the RNA extraction. Limited RNA (more than 200pg, high-quality) was used for mRNA library construction. The low-input mRNA library was pair-end (100 bp) sequenced on a BGISEQ500 platform (DNBSEQ, BGI-Shenzhen, China). FASTQ files were trimmed using SOAPnuke (v1.4.0) and aligned to the mouse

genome/transcriptome (GENCODE GRCm38 vM25, mm10) using HISAT2 (v2.1.0)<sup>7</sup>. The clean data were mapped to the assembled unique gene by Bowtie2 (v2.2.5)<sup>8</sup>. The expression abundances were estimated (counts and TPM values) using RSEM (v1.2.8)<sup>9</sup>.

### **Bioinformatics analysis: 1) Differential gene analysis and visualization:**

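Varying these thresholds changed how many genes were counted. With P under 0.01 in place of 0.05, 3699 of the listed genes passed, 1105 upregulated and 2594 downregulated. With an absolute log2 fold change over 2, 2391 passed, of which 2053 were downregulated. A q-value threshold of 0.05 removed no listed gene. Genes with P under 0.05 and a q-value of 0.05 or more are outside the table, so the counts cover the listed genes alone.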

Differentially expressed genes were identified using DEseq2 in R ( $P < 0.05$ ,  $|\log_2 \text{fold change}| > 1$ ) and visualized with Enhanced Volcano package in R<sup>10</sup>.

### **2) Gene set enrichment analysis:** Performed using R, with annotations from

Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG),

and Reactome. Significance thresholds were  $P < 0.05$  and  $|\text{normalized}$

$\text{enrichment score}| > 1$ <sup>11</sup>. **3) Upstream regulator analysis (URA):** Using

Ingenuity Pathway Analysis (IPA) software identified upstream molecules of

differentially expressed genes. Top ten cytokines and transcription factors with

significant overlap  $P$ -values and activation  $Z$ -scores were reported<sup>12</sup>.

### **Cytokine detection**

**Mouse cytokine array:** MPE models in Eos-null (n=3) and WT mice (n=3) were

established via intrapleural LLC cell injection ( $1.5 \times 10^5$  cells/per mouse), and

pleural lavage samples were collected. Centrifuged samples were examined

using a Mouse Cytokine Array GS4000 (RayBiotech, Cat#GSM-CAA-4000-1)

following the manufacturer's guidelines. Arrays were imaged with an InnoScan

182 300 Microarray Scanner, and data were processed and analyzed using  
183 GenePix Pro 5.1 and RayBiotech Q-Analyzer programs.

184 **ELISA analysis:** Cytokine and chemokine concentrations were measured  
185 using ELISA per manufacturer guidelines. Centrifuged pleural lavage, MPE,  
186 and peripheral blood supernatant (12,000 rpm, 10 min, 4°C) were analyzed for  
187 CCL11 using mouse CCL11 (Biolegend, Cat#443907), human CCL11 (R&D  
188 Systems, Cat#DTX00) ELISA kits.

Supplementary Figures

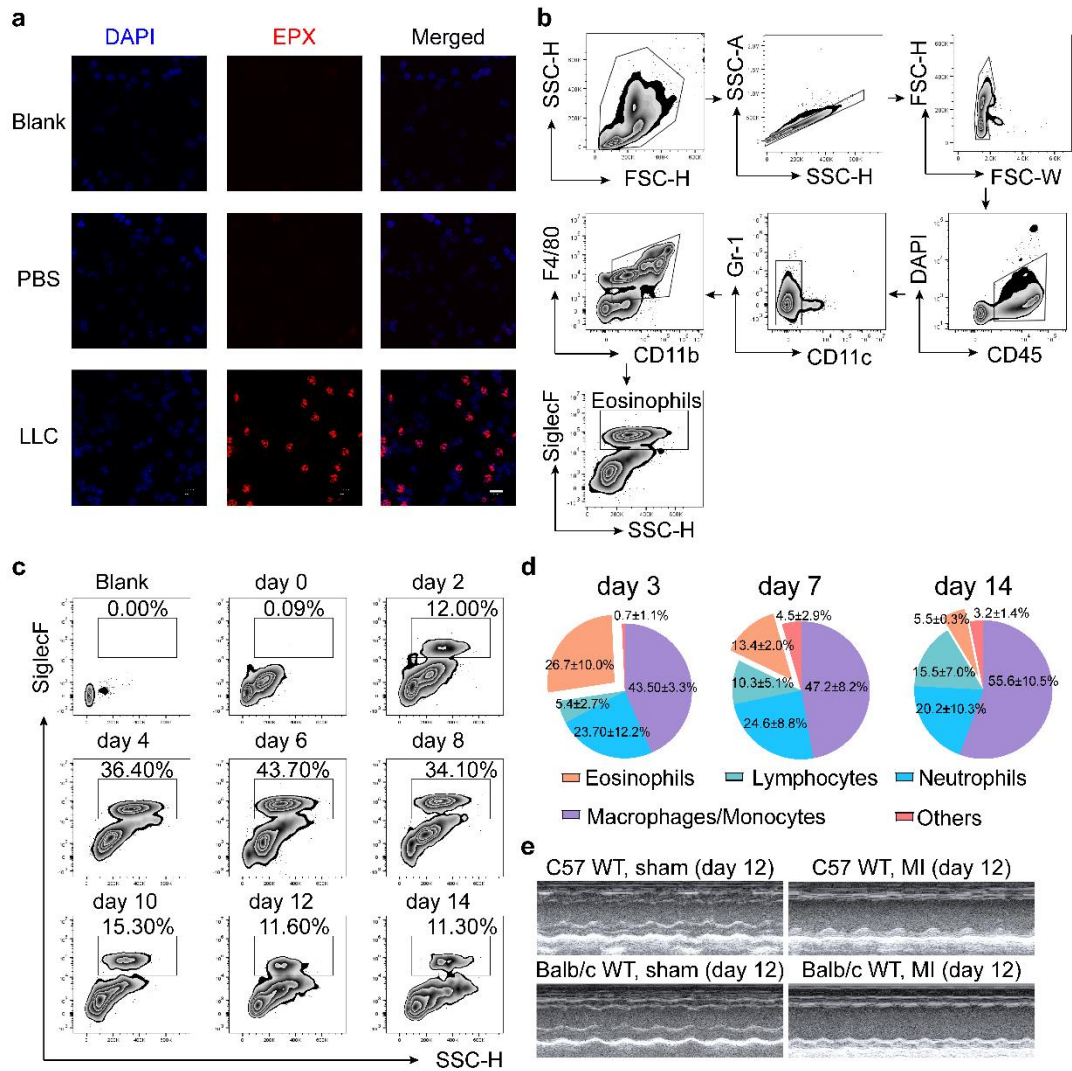

**Supplementary Figure 1. Characterization and distribution of eosinophils, and the representative LV M-mode echocardiography images of mice. a.** Representative confocal images of eosinophils from pleural lavage fluid at day 3, stained for DAPI and EPX. Scale bar: 20  $\mu$ m. **b.** Flow cytometry hierarchical gating strategy for eosinophils in mice. Eosinophils were identified as DAPI<sup>+</sup>CD45<sup>+</sup>Gr1<sup>low</sup>CD11c<sup>-</sup>CD11b<sup>+</sup>F4/80<sup>+</sup>SiglecF<sup>+</sup>SSC<sup>hi</sup> cells. **c.** Representative flow cytometry plot of eosinophils in pleural lavage fluid at different days after the

198 LLC injection. d. Percentage of the pleural cavity's primary leukocyte  
199 compartment following LLC injection as determined by a differential count  
200 following flinger. e. Representative LV M-mode echocardiography images at  
201 day 12 post-MI from different groups of mice. Data presented as mean  $\pm$  SEM.

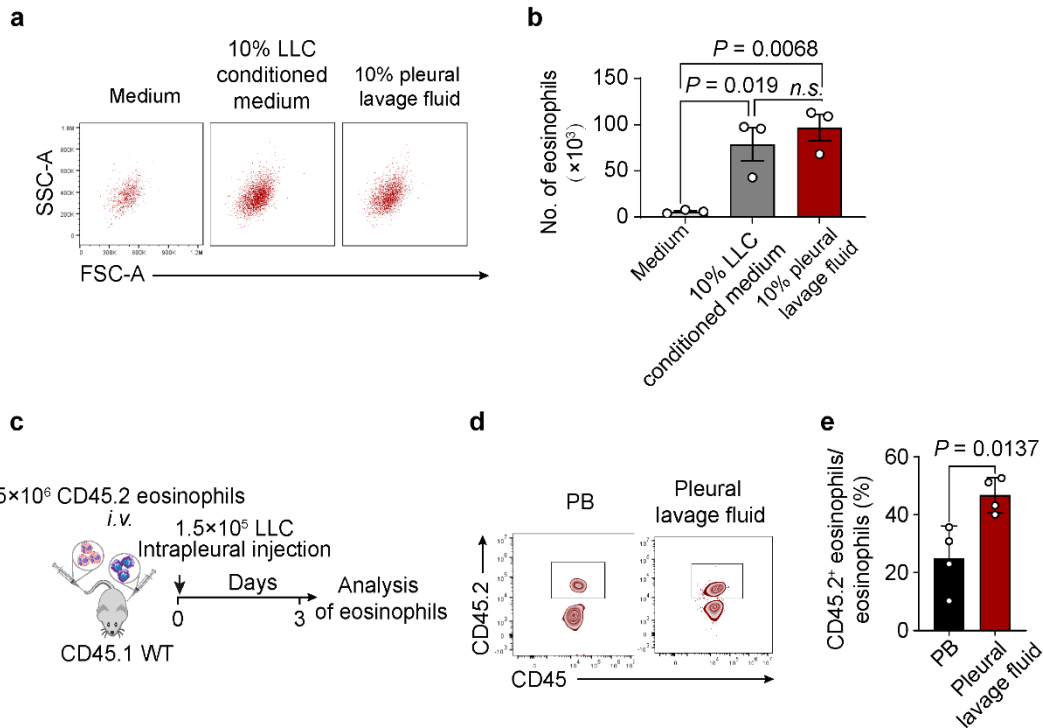

**Supplementary Figure 2. Effects of LLC culture supernatants and pleural lavage fluid on eosinophil recruitment.** **a, b.** In vitro eosinophil chemotaxis assay. (a) Representative flow cytometry plot. (b) Eosinophil count in chemotactic chamber's lower layer;  $n=3$ . **c-e.** Circulating eosinophils recruited to the pleural cavity. (c) Experimental design schematic. (d) Representative flow cytometry plot. (e) CD45.2<sup>+</sup> eosinophils as a percentage of total eosinophils in PB and pleural cavity. Data presented as mean  $\pm$  SEM. One-way ANOVA with Bonferroni test for b; two-tailed unpaired Student's *t*-test for e. *P*-values <0.05 indicated statistical significance.

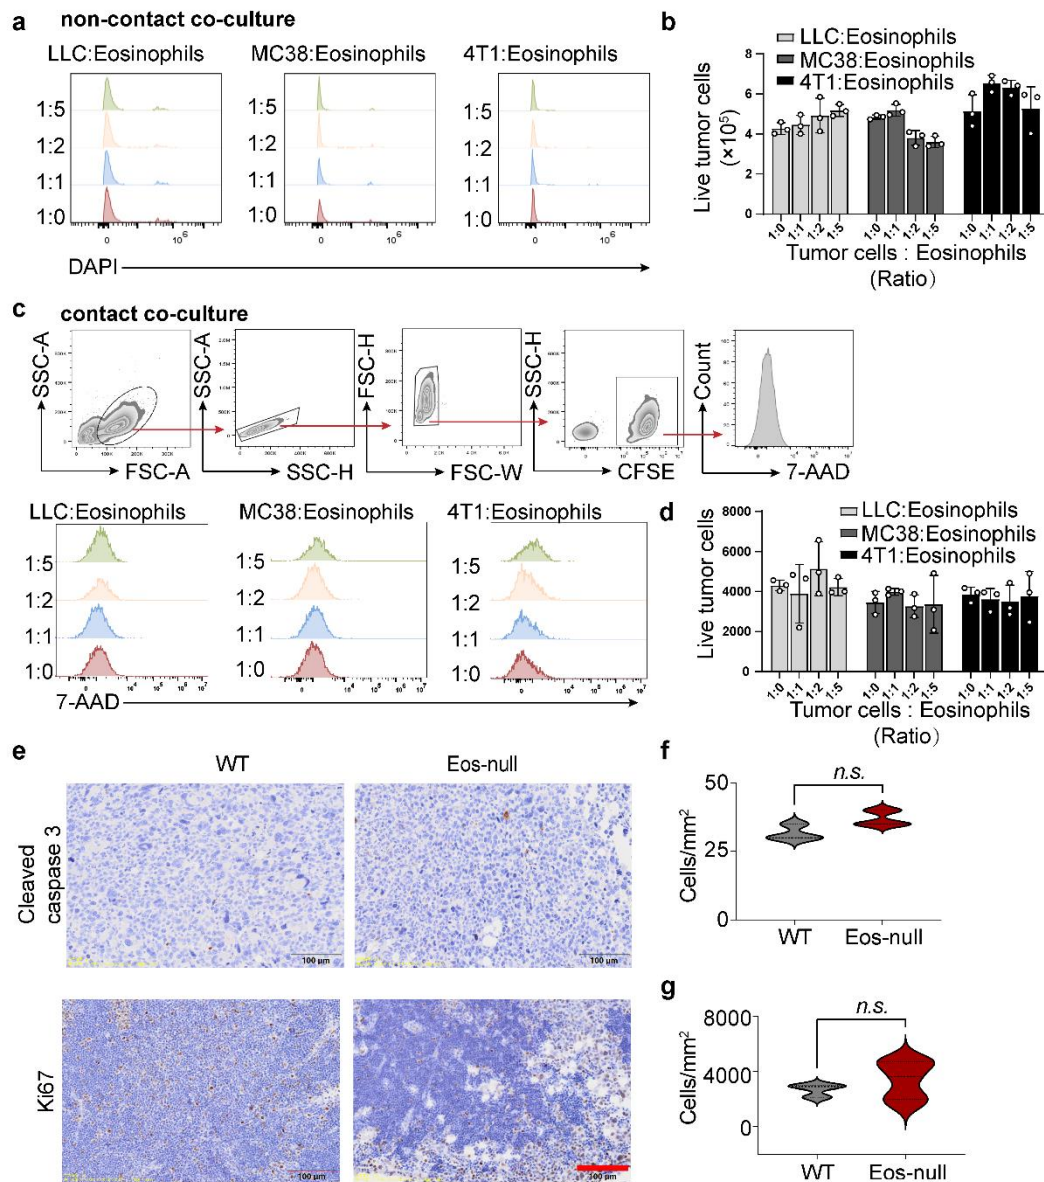

**Supplementary Figure 3. Impact of eosinophils' effect on the tumor cells**

**and tumor tissue. a-d.** Eosinophils' killing assessment. (a). Representative

histograms of DAPI in LLC, 4T1 and MC38 tumor cells for non-contact co-

culture of tumor cells and eosinophils at different ratio. (b). The survival of LLC,

4T1 and MC38 tumor cells in non-contact co-culture system was determined

by FC (n=3). (c). The gating strategy of the contact co-culture system (up).

Representative histograms of 7-AAD in LLC, 4T1 and MC38 tumor cells for

220 contact co-culture of tumor cells and eosinophils at different ratio (down). (d).  
221 The survival of LLC, 4T1 and MC38 tumor cells in contact co-culture system  
222 was determined by FC (n=3). **e-g**. Pleural tumor tissues from WT and Eos-null  
223 mice in the LLC-MPE model were analyzed using immunohistochemical  
224 staining for cleaved-caspase 3, and Ki-67 (n=5). (e) Representative IHC images  
225 for cleaved-caspase 3, and Ki-67 in pleural tumors. Scale: 100  $\mu$ m. (f)  
226 Quantification of cleaved-caspase 3<sup>+</sup> cells per mm<sup>2</sup>. (g) Quantification of Ki-67<sup>+</sup>  
227 cells per mm<sup>2</sup>. Data presented as mean  $\pm$  SEM. One-way ANOVA with  
228 Bonferroni test for b, c and two-tailed unpaired Student's *t*-test was performed  
229 for f, g, h , with *P*-values <0.05 indicating statistical significance.

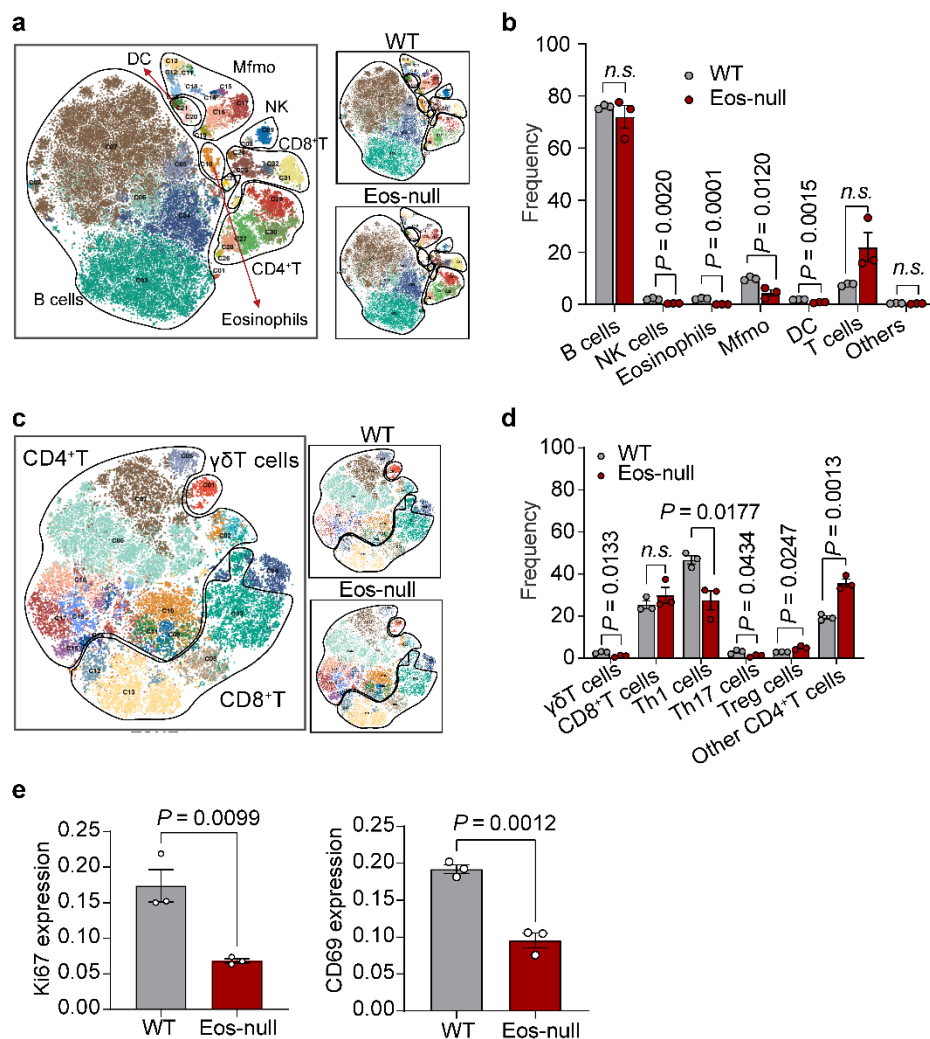

**Supplementary Figure 4. Immune cell phenotyping of WT mice and Eos-null mice in the pleural cavity microenvironment after LLC injection. a.** Density tSNE plots of CD45<sup>+</sup> cells in the pleural cavity from WT (n=3) and Eos-null (n=3) mice. **b.** Frequency of clusters grouped by indicated immune cell subsets. **c.** Density tSNE plots of CD3<sup>+</sup> T cells in the pleural cavity from WT (n=3) and Eos-null (n=3) mice. **d.** Frequencies of T cell subtypes in two groups. **e.** The expression of Ki67 and CD69 on CD3<sup>+</sup> T cells in two groups. Data were shown as the mean ± SEM. Two-tailed unpaired Student's *t*-test was performed for b, d, e, with *P*-values <0.05 indicating statistical significance.

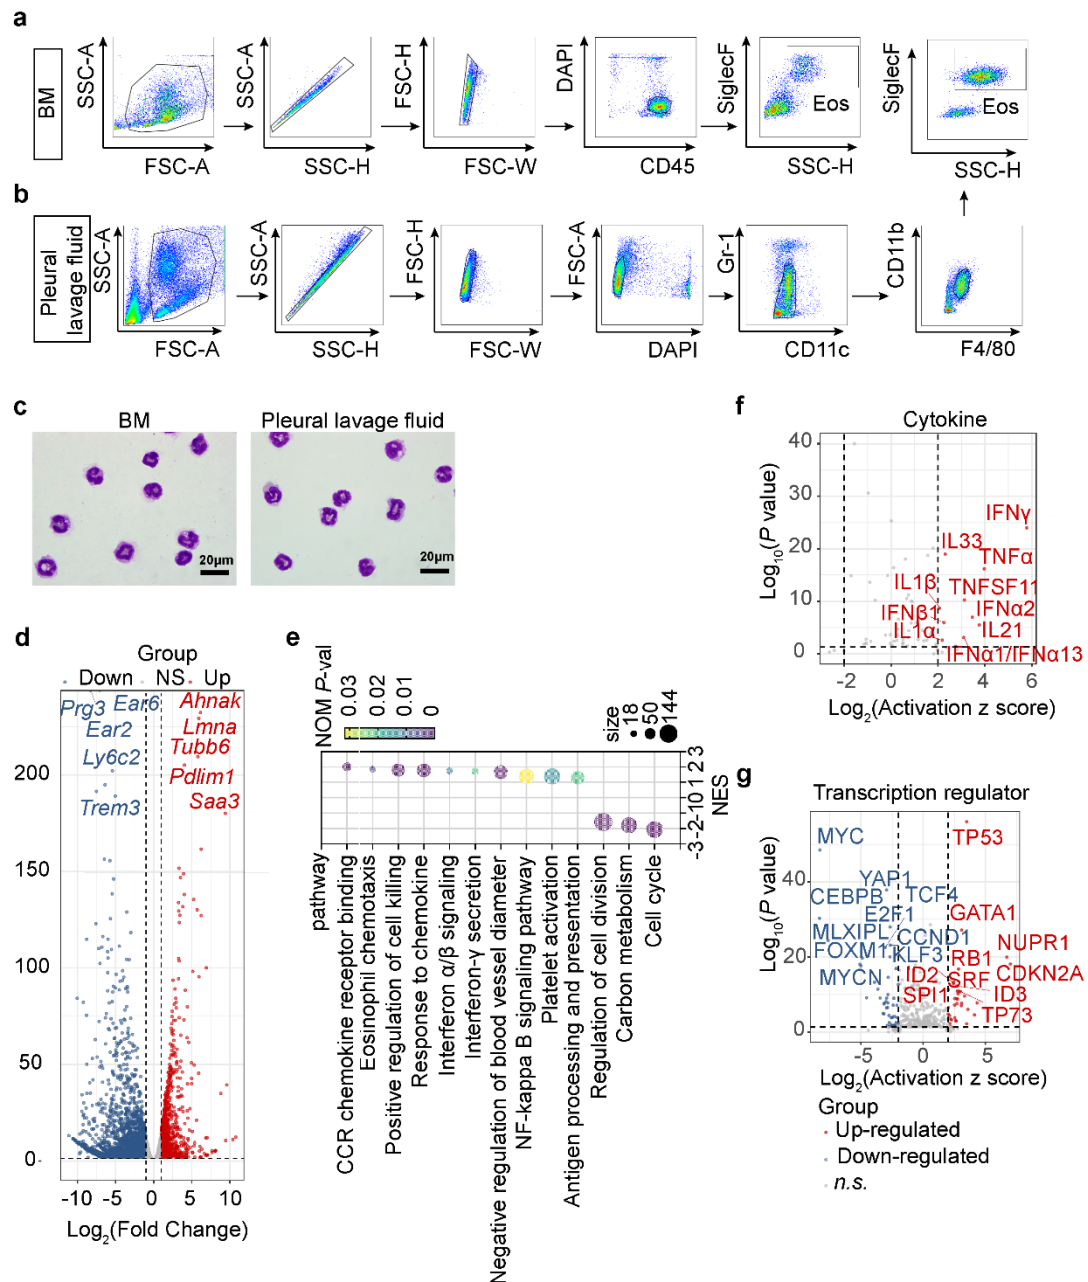

**Supplementary Figure 5. Sorting strategies and transcription profiles of eosinophils.** **a, b, c.** Flow cytometry sorting strategy for eosinophils. **(a).** Experimental design schematic: eosinophils isolated from bone marrow and pleural lavage fluid were sorted by MACS and FACS for RNA sequencing. **(b).** Hierarchical gating strategy for eosinophils in BM and pleural cavity using flow

246 cytometry sorting. **(c)** . Representative images of Wright-Giemsa staining of  
247 eosinophils purified from the pleural cavity (left) and bone marrow (right) (n=5  
248 to 10 images per tissue type). Scale bars: 20  $\mu$ m. **d.** Volcano plot displaying  
249 differentially expressed genes (DEGs) between BM and pleural lavage fluid  
250 eosinophils. 

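Ranked by p-value within each direction, the 5 downregulated genes labeled in the volcano plot, Prg3, Ear6, Ear2, Ly6c2 and Trem3, and the 5 upregulated genes, Ahnak, Lmna, Tubb6, Pdlim1 and Saa3, held ranks 1 to 5. The p-values of Prg3, Ear6 and Ear2 are printed as 0 in the authors' deposited table. Prg3, which encodes an eosinophil granule protein and lies on chromosome 2 of GRCm38 from 84988215 to 84993886, had 146.5 mean reads in pleural cavity and 38176.5 in bone marrow eosinophils in the authors' deposited table, a log2 fold change of -8.28. Ear2 and Ear6 belong to a family of similar ribonuclease genes on chromosome 14, and the authors' deposited table gives them log2 fold changes of -8.27 and -7.08, with fractional reads for Ear2. Saa3, on chromosome 7 from 46711998 to 46715700, had 13778.5 against 16.5 mean reads in the authors' deposited table, a log2 fold change of 9.43. Saa3 was also on a list of macrophage and monocyte markers, and reads from such cells were not excluded. By the authors' log2 fold change Chit1 was the largest decrease listed and Gm14685 the largest increase, ranks that rest on 0 mean reads in the other tissue. Chit1 had 0 mean reads in pleural cavity and 336 in bone marrow eosinophils in the authors' deposited table, at least 136.8-fold lower when 3 reads are taken as the floor. Gm14685 was at least 111.2-fold higher by the same measure, with fractional reads. Tppp3 ranked 3 among the increases by the authors' log2 fold change, with 79621.5 against 75.5 mean reads in the authors' deposited table and fractional reads.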

Top five genes labeled. Y-axis *P*-value cutoff: 0.05; x-axis  $\log_2$  (fold  
251 change) cutoff:  $\pm 1.0$ . **e.** Significant GSEA pathways highlighted. NES:  
252 normalized enrichment score; NOM *P*-val: normalized *P*-value; Size: gene  
253 count. **f, g.** URA for eosinophil transcriptome. **(f)** . Top 10 upstream regulator  
254 cytokines. **(g)** . Top 10 upstream regulator transcription factors.

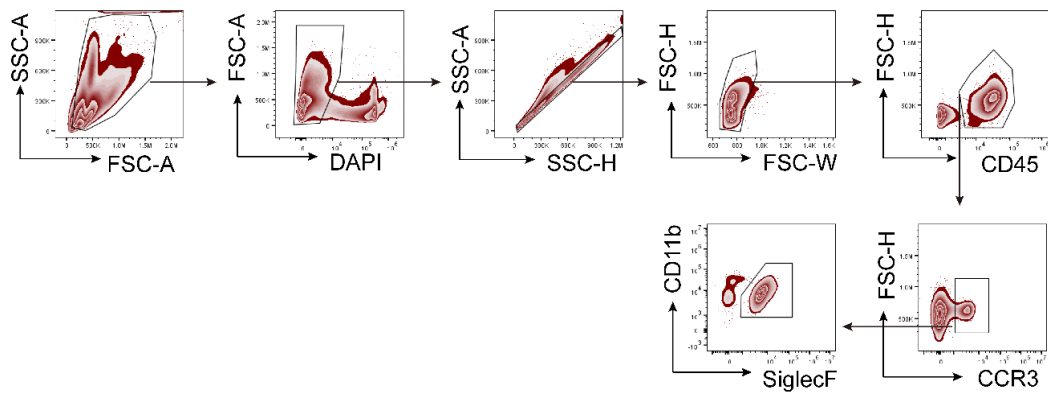

255

256 **Supplementary Figure 6. Flow cytometry plots displaying CCR3**

257 **expression on eosinophils from pleural lavage fluid.**

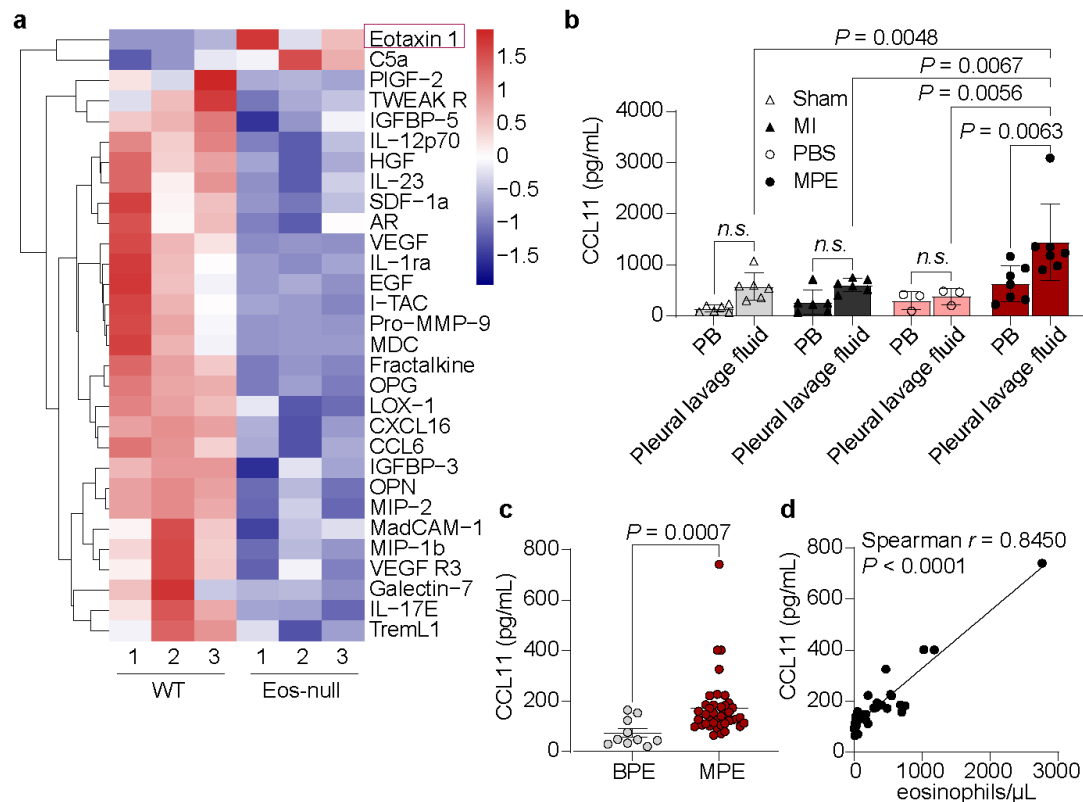

258

259 **Supplementary Figure 7. CCL11 concentration.** **a.** Heatmap displaying  
 260 cytokine microarray of pleural lavage fluid supernatant from WT (n=3) and Eos-  
 261 null mice (n=3). **b.** ELISA measuring CCL11 in the pleural lavage fluid of MPE  
 262 and MI (n=3-7). **c.** ELISA quantifying CCL11 in human MPE (n=40) and BPE  
 263 (n=10). **d.** Correlation between eosinophils and CCL11 in humans with MPE  
 264 (n=40). Data presented as mean ± SEM. Unpaired Student's *t*-test for b, c;  
 265 Spearman rank correlation coefficients for d. *P*-values <0.05 indicate statistical  
 266 significance.

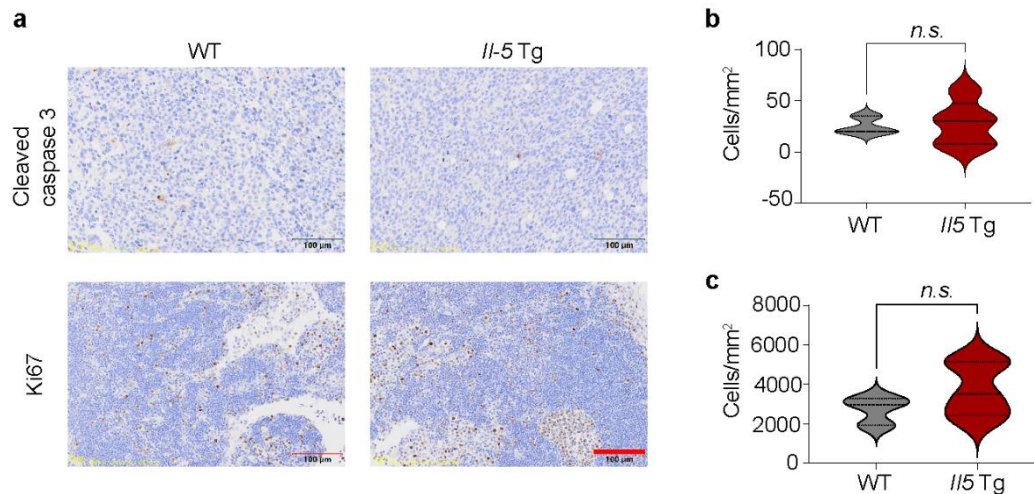

**Supplementary Figure 8. Impact of eosinophil overexpression on cleaved-caspase 3 and Ki-67 expression in pleural tumors. a-c.** Pleural tumor tissues from LLC MPE-bearing model in WT and *I/5* Tg mice were analyzed. Immunohistochemical (IHC) staining for cleaved-caspase 3 and Ki-67 was performed (n=5). **(a).** Representative IHC images of cleaved-caspase 3 and Ki-67 in pleural tumors; scale: 100  $\mu$ m. **(b).** Quantification of cleaved-caspase 3<sup>+</sup> cells per mm<sup>2</sup>. **(c).** Quantification of Ki67<sup>+</sup> cells per mm<sup>2</sup>. Data presented as mean  $\pm$  SEM. Two-tailed unpaired Student's *t*-test was performed. *P*-values <0.05 indicate statistical significance.

277 **Supplementary Table 1.** Basic information of enrolled BPE patients (n=10)

278 and MPE patients (n = 40)

279 BPE, benign pleural effusion; ECOG PS, Eastern Cooperative Oncology Group  
280 (ECOG) Performance Status; NLR, neutrophil tolymphocyte ratio; CHF,  
281 congestive heart failure; TPE, tuberculosis pleural effusion.

282

**Supplementary Table 2. Antibodies for cyTOF**

| Antibodies           | metal<br>channel | Clone NO.   | Manufacturer | Cat NO.    |
|----------------------|------------------|-------------|--------------|------------|
| CD45                 | 89Y              | 30-F11      | Biolegend    | 103102     |
| CD3 $\epsilon$       | 115In            | 145-2C11    | Biolegend    | 100302     |
| Ki-67                | 139La            | SoIA15      | eB           | 14-5698-82 |
| CD103                | 141Pr            | 2E7         | Biolegend    | 121402     |
| TCR $\gamma/\delta$  | 142Nd            | GL3         | Biolegend    | 118101     |
| MHCII (I-A/I-E)      | 143Nd            | M5/114.15.2 | Biolegend    | 107602     |
| CD44                 | 144Nd            | IM7         | Biolegend    | 103002     |
| CD80                 | 145Nd            | 16-10A1     | Biolegend    | 104702     |
| CD279 (PD-1)         | 146Nd            | 29F.1A12    | Biolegend    | 135202     |
| Ly-6G                | 147Sm            | 1A8         | Biolegend    | 127602     |
| CD115 (CSF-1R)       | 148Nd            | AFS98       | Biolegend    | 135502     |
| CD19                 | 149Sm            | 6D5         | Biolegend    | 115502     |
| CD49b (pan-NK cells) | 150Nd            | DX5         | Biolegend    | 108902     |
| CD335 (NKp46)        | 151Eu            | 29A1.4      | Biolegend    | 137602     |
| Ly-6C                | 152Sm            | HK1.4       | Biolegend    | 128002     |
| iNOS                 | 153Eu            | CXNFT       | eB           | 14-5920-82 |
| CD62L                | 154Sm            | MEL-14      | Biolegend    | 104402     |
| CD11c                | 155Gd            | N418        | Biolegend    | 117302     |
| Gr-1 (Ly-6G/Ly-6C)   | 156Gd            | RB6-8C5     | Biolegend    | 108402     |
| IL-4                 | 157Gd            | 11B11       | Biolegend    | 504102     |
| CD45R (B220)         | 158Gd            | RA3-6B2     | Biolegend    | 103202     |
| F4/80                | 159Tb            | C1: A3-1    | BioRAD       | MCA497G    |
| CD27                 | 160Gd            | LG.3A10     | Biolegend    | 124202     |
| TCR $\beta$ chain    | 161Dy            | H57-597     | Biolegend    | 109202     |
| CD69                 | 162Dy            | H1.2F3      | Biolegend    | 104502     |

|                         |       |          |           |              |
|-------------------------|-------|----------|-----------|--------------|
| CD25                    | 163Dy | 3C7      | Biolegend | 101902       |
| CD86                    | 164Dy | GL-1     | Biolegend | 105002       |
| CD161 (NK-1.1)          | 165Ho | PK136    | Biolegend | 108702       |
| IL-17A                  | 166Er | TC11-    | Biolegend | 506902       |
| CD206 (MMR)             | 167Er | C068C2   | Biolegend | 141702       |
| CD185 (CXCR5)           | 168Er | L138D7   | Biolegend | 145502       |
| CD127 (IL-7R $\alpha$ ) | 169Tm | A7R34    | Biolegend | 135002       |
| T-bet                   | 170Er | 4B10     | Biolegend | 644802       |
| Gata-3                  | 171Yb | TWAJ     | eB        | 14-9966-82   |
| CD192 (CCR2)            | 172Yb | 475301   | R&D       | MAB55381-100 |
| CD278 (ICOS)            | 173Yb | C398.4A  | Biolegend | 313502       |
| IFN- $\gamma$           | 174Yb | XMG1.2   | Bio-Xcell | BE0055       |
| Siglec-F                | 175Lu | E50-2440 | BD        | 552125       |
| CD366 (Tim-3)           | 176Yb | RMT3-23  | Biolegend | 119702       |
| CD4                     | 197Au | RM4-5    | Biolegend | 100520       |
| CD8a                    | 198pt | 53-6.7   | Biolegend | 100716       |
| CD11b                   | 209Bi | M1/70    | Biolegend | 101202       |

**Supplementary Table 3. Marker expression in each sample of cyTOF.**

| Marker | WT 1  | WT 2  | WT 3  | Eos-null 1 | Eos-null 2 | Eos-null 3 |
|--------|-------|-------|-------|------------|------------|------------|
| CD45   | 2.000 | 1.914 | 1.944 | 2.172      | 2.127      | 2.250      |
| CD3e   | 0.123 | 0.151 | 0.153 | 0.228      | 0.231      | 0.378      |
| Ki67   | 0.602 | 0.930 | 0.829 | 0.440      | 0.426      | 0.333      |
| CD103  | 0.037 | 0.047 | 0.039 | 0.033      | 0.034      | 0.057      |
| TCRgd  | 0.062 | 0.062 | 0.055 | 0.054      | 0.053      | 0.044      |
| MHCII  | 3.266 | 2.944 | 3.006 | 3.088      | 3.111      | 2.472      |
| CD44   | 3.938 | 4.179 | 4.050 | 3.857      | 3.896      | 3.055      |
| CD80   | 0.268 | 0.407 | 0.360 | 0.272      | 0.289      | 0.138      |
| PD1    | 0.064 | 0.079 | 0.066 | 0.062      | 0.063      | 0.050      |
| Ly6G   | 0.010 | 0.013 | 0.011 | 0.009      | 0.009      | 0.007      |
| CD115  | 0.081 | 0.128 | 0.107 | 0.072      | 0.071      | 0.042      |
| CD19   | 2.252 | 2.433 | 2.415 | 2.394      | 2.327      | 1.934      |
| CD49b  | 0.106 | 0.150 | 0.124 | 0.072      | 0.071      | 0.055      |
| NKp46  | 0.046 | 0.061 | 0.045 | 0.020      | 0.018      | 0.014      |
| Ly6C   | 0.349 | 0.383 | 0.310 | 0.283      | 0.286      | 0.487      |
| iNOS   | 0.052 | 0.091 | 0.065 | 0.049      | 0.062      | 0.072      |
| CD62L  | 0.020 | 0.025 | 0.022 | 0.027      | 0.023      | 0.046      |
| CD11c  | 0.154 | 0.181 | 0.150 | 0.079      | 0.073      | 0.062      |

|         |       |       |       |       |       |       |
|---------|-------|-------|-------|-------|-------|-------|
| Gr1     | 0.009 | 0.013 | 0.012 | 0.006 | 0.006 | 0.006 |
| IL-4    | 0.044 | 0.074 | 0.055 | 0.038 | 0.043 | 0.044 |
| B220    | 1.156 | 0.916 | 0.831 | 1.313 | 1.048 | 1.341 |
| F4_80   | 0.637 | 0.663 | 0.609 | 0.389 | 0.402 | 0.242 |
| CD27    | 0.335 | 0.353 | 0.325 | 0.426 | 0.439 | 0.787 |
| TCRb    | 0.301 | 0.284 | 0.309 | 0.612 | 0.655 | 1.277 |
| CD69    | 0.843 | 0.571 | 0.609 | 0.815 | 0.720 | 0.712 |
| CD25    | 0.085 | 0.128 | 0.104 | 0.121 | 0.111 | 0.074 |
| CD86    | 0.667 | 0.660 | 0.583 | 0.498 | 0.542 | 0.473 |
| NK1.1   | 0.089 | 0.111 | 0.082 | 0.032 | 0.030 | 0.028 |
| IL_17A  | 0.047 | 0.045 | 0.045 | 0.041 | 0.035 | 0.032 |
| CD206   | 0.123 | 0.166 | 0.138 | 0.085 | 0.095 | 0.047 |
| CXCR5   | 2.115 | 2.135 | 2.149 | 2.132 | 1.763 | 1.365 |
| CD127   | 0.116 | 0.110 | 0.118 | 0.242 | 0.248 | 0.555 |
| Tbet    | 0.117 | 0.176 | 0.124 | 0.105 | 0.096 | 0.126 |
| Gata3   | 0.032 | 0.057 | 0.044 | 0.031 | 0.035 | 0.039 |
| CCR2    | 0.138 | 0.174 | 0.134 | 0.073 | 0.073 | 0.035 |
| ICOS    | 0.029 | 0.037 | 0.036 | 0.037 | 0.035 | 0.049 |
| IFN_γ   | 0.062 | 0.098 | 0.081 | 0.061 | 0.064 | 0.057 |
| SiglecF | 0.064 | 0.082 | 0.074 | 0.010 | 0.010 | 0.009 |

|       |       |       |       |       |       |       |
|-------|-------|-------|-------|-------|-------|-------|
| Tim3  | 0.009 | 0.011 | 0.009 | 0.006 | 0.004 | 0.005 |
| CD4   | 0.116 | 0.117 | 0.136 | 0.266 | 0.277 | 0.463 |
| CD8a  | 0.035 | 0.026 | 0.030 | 0.062 | 0.066 | 0.192 |
| CD11b | 2.139 | 2.615 | 2.597 | 1.713 | 1.722 | 1.238 |

286

**Supplementary Table 4. Cytokines associated with the function of eosinophils measured using the cytokine array**

| Protein ID   | AveExp.<br>WT | AveExp.<br>Eos-null | Log FC | <i>P</i> -value | adjusted <i>P</i> -value |
|--------------|---------------|---------------------|--------|-----------------|--------------------------|
| Eotaxin-2    | 11.92         | 11.33               | -0.58  | 0.14            | 0.59                     |
| RANTES       | 12.24         | 12.74               | 0.50   | 0.49            | 0.81                     |
| IL-4         | 11.01         | 11.25               | 0.24   | 0.21            | 0.60                     |
| IL-5         | 10.98         | 11.17               | 0.19   | 0.47            | 0.81                     |
| TSLP         | 11.66         | 11.60               | -0.06  | 0.61            | 0.83                     |
| IL-10        | 10.74         | 11.03               | 0.29   | 0.24            | 0.66                     |
| GM-CSF       | 10.93         | 11.11               | 0.18   | 0.44            | 0.81                     |
| Granzyme     | 8.87          | 8.97                | 0.10   | 0.78            | 0.93                     |
| Fas L        | 9.93          | 10.13               | 0.20   | 0.12            | 0.56                     |
| IFN $\gamma$ | 10.74         | 10.67               | -0.07  | 0.48            | 0.81                     |
| TNF $\alpha$ | 10.64         | 10.80               | 0.16   | 0.50            | 0.81                     |
| IL-33        | 10.32         | 10.14               | -0.18  | 0.15            | 0.60                     |
| IL-17        | 10.93         | 10.99               | 0.07   | 0.52            | 0.81                     |
| IL-21        | 12.95         | 12.98               | 0.03   | 0.81            | 0.95                     |
| Flt-3L       | 14.14         | 14.07               | -0.07  | 0.74            | 0.91                     |
| CD40         | 10.07         | 10.23               | 0.17   | 0.27            | 0.69                     |
| CD40L        | 11.32         | 11.11               | -0.21  | 0.18            | 0.60                     |
| Leptin       | 8.98          | 9.50                | 0.52   | 0.19            | 0.60                     |
| Leptin R     | 11.64         | 11.56               | -0.09  | 0.47            | 0.81                     |
| MMP-2        | 13.06         | 13.29               | 0.23   | 0.46            | 0.81                     |

AveExp., average expression; FC, fold change; Flt-3L, fms related receptor tyrosine kinase 3 ligand; GM-CSF, granulocyte-macrophage colony stimulating factor; MMP-2, matrix metalloproteinase 2; RANTES, regulated upon activation,

292 normally T-expressed, and presumably secreted; TNF $\alpha$ , tumor necrosis factor  
293 alpha; TSLP, thymic stromal lymphopoietin.

## Supplementary References

- 1 Wan, C., Sun, Y. J., Tian, Y., Lu, L. S., Dai, X. M. *et al.* Irradiated tumor cell-derived microparticles mediate tumor eradication via cell killing and immune reprogramming. *Sci Adv* **6**, doi:ARTN eaay978910.1126/sciadv.aay9789 (2020).
- 2 Grisaru, S., Itan, M. & Munitz, A. Analysis of Mouse Eosinophil Migration and Killing of Tumor Cells. *Methods Mol Biol* **2241**, 89-97, doi:10.1007/978-1-0716-1095-4\_8 (2021).
- 3 Han, G. J., Spitzer, M. H., Bendall, S. C., Fantl, W. J. & Nolan, G. P. Metal-isotope-tagged monoclonal antibodies for high-dimensional mass cytometry. *Nat Protoc* **13**, 2121-2148, doi:10.1038/s41596-018-0016-7 (2018).
- 4 Zunder, E. R., Finck, R., Behbehani, G. K., Amir, E. D., Krishnaswamy, S. *et al.* Palladium-based mass tag cell barcoding with a doublet-filtering scheme and single-cell deconvolution algorithm. *Nat Protoc* **10**, 316-333, doi:10.1038/nprot.2015.020 (2015).
- 5 Samusik, N., Good, Z., Spitzer, M. H., Davis, K. L. & Nolan, G. P. Automated mapping of phenotype space with single-cell data. *Nat Methods* **13**, 493-+, doi:10.1038/Nmeth.3863 (2016).
- 6 van der Maaten, L. & Hinton, G. Visualizing Data using t-SNE. *J Mach Learn Res* **9**, 2579-2605 (2008).
- 7 Kim, D., Langmead, B. & Salzberg, S. L. HISAT: a fast spliced aligner with low memory requirements. *Nat Methods* **12**, 357-360, doi:10.1038/nmeth.3317 (2015).

- 315 8 Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. *Nat*  
316 *Methods* **9**, 357-359, doi:10.1038/nmeth.1923 (2012).
- 317 9 Li, B. & Dewey, C. N. RSEM: accurate transcript quantification from RNA-Seq data  
318 with or without a reference genome. *BMC Bioinformatics* **12**, 323, doi:10.1186/1471-  
319 2105-12-323 (2011).
- 320 10 Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and  
321 dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550,  
322 doi:10.1186/s13059-014-0550-8 (2014).
- 323 11 Subramanian, A., Tamayo, P., Mootha, V. K., Mukherjee, S., Ebert, B. L. *et al.*  
324 Gene set enrichment analysis: A knowledge-based approach for interpreting  
325 genome-wide expression profiles. *P Natl Acad Sci USA* **102**, 15545-15550,  
326 doi:10.1073/pnas.0506580102 (2005).
- 327 12 Kramer, A., Green, J., Pollard, J., Jr. & Tugendreich, S. Causal analysis  
328 approaches in Ingenuity Pathway Analysis. *Bioinformatics* **30**, 523-530,  
329 doi:10.1093/bioinformatics/btt703 (2014).

# Supplementary material for: CCL11/CCR3-dependent eosinophilia alleviates malignant pleural effusions and improves prognosis
**Source:** NPJ Precis Oncol. 2024 Jun 29;8:138. doi: 10.1038/s41698-024-00608-8
**Supplement:** Supplementary file 2 — Reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data generated in this study were deposited in the GEO under the accession number GSE245575. CyTOF data have been deposited with the FlowRepository (FR-FCM-Z759). Additional data of this study are available from the corresponding author upon request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

How the deposited data were processed for this re-analysis (not part of the article)

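Eosinophils sorted from bone marrow and from pleural lavage fluid of LLC-injected wild-type mice were sequenced as 2 libraries per tissue, and samples were grouped by tissue from their labels and the paper. The authors trimmed the reads with SOAPnuke, aligned them with HISAT2 to GRCm38, mapped them to genes with Bowtie2, estimated counts with RSEM and compared the tissues with DESeq2.

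The deposited mean reads are expected counts, averaged by the authors over the libraries of each tissue and not scaled for depth. The authors' log2 fold changes are those of pleural cavity over bone marrow eosinophils, scaled for depth by DESeq2. The deposited p-values and q-values come from the same comparison, and every one of the 5807 listed genes has a q-value under 0.05. These values were taken as they stand. The number of per-sample columns left unused was 0, since the table holds means and comparison values alone. The depth of each library is therefore unknown. No standard deviation or count test could be computed, and no interval was derived from the authors' p-values. The planned tests on counts per library gave way to the design set for a table of comparisons. With few reads a fold change is imprecise, so folds against a mean of at most 3 reads are given as lower bounds against that floor, after dividing pleural cavity reads by the scaling offset of 0.29 on the log2 scale.

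Genes were counted at P under 0.05 and an absolute log2 fold change over 1. Gene sets were tested with two-sided Fisher's exact tests of higher against lower between the listed members of a set and all other listed genes, with Benjamini-Hochberg adjustment over 7 sets. The sets were the genes of Fig. 4a, mouse Reactome sets shipped with fgsea 1.28.0, and hand-written lists of response genes. Cell cycle genes shipped with Seurat 5.3.0 served as an alternative. The test was tried on simulated data, where 3% of 200 sets drawn at random from the 5807 genes and 96.5% of 200 sets of 20 genes with 85% higher gave p under 0.05. Calculations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3. Permutation tests drew 100000 permutations.

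Coordinates, transcript lengths and GC content come from the GENCODE annotation of GRCm38, in a release earlier than the authors' on the same assembly. Of the listed genes, 5656 matched by Ensembl identifier, and the longest transcript of each gene was used. Named genes were chosen by a rule fixed before the data were examined: genes the paper's Results, Fig. 4a and Supplementary Fig. 5d name, the upstream regulators and their receptors, the 5 largest fold changes in each direction, up to 5 members of each set with the smallest p-value, and marker genes of eosinophils and of possible contaminating cells. The labels give both tissues replicate numbers 1 and 2, but the mean columns carry none. Alternatives covered the p-value, fold change and mean expression thresholds, other gene lists and, chosen after seeing the data, other scalings of the mean reads.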

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

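The gene families below and the tests on marker genes, on Ifit genes and on ribosomal protein genes without fractional reads were chosen after the results were seen. Directions refer to the authors' fold changes. Scaling the mean reads to the total of the listed genes shifts all log2 values by -0.15 and leaving them unscaled by 0.29. The smallest absolute log2 fold change listed is 0.32, so neither shift can change a listed gene's sign, and this says nothing on how stable the directions are. Values per library were not analysed here, so it is open whether both libraries of a tissue show a pattern.

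Reads on olfactory receptor genes, which the paper does not discuss, were found mainly in bone marrow eosinophils. Among genes of the authors' deposited table, 118 are olfactory receptor genes, all 118 lower in pleural cavity eosinophils, with a median of 17 mean reads in bone marrow eosinophils and 104 of them at 0 in pleural cavity eosinophils (two-sided Fisher's exact test against the other listed genes, p = 2.70e-29, genes not being independent). Of all listed genes, 695 had 0 mean reads in pleural cavity eosinophils and 14 had 0 in bone marrow eosinophils. Listed genes with so few reads were thus mostly lower. The test therefore does not show that the olfactory receptor genes differ from other listed genes with few reads. Of 77 listed vomeronasal receptor genes, 76 were lower, and 71.4% of the 77 had fractional reads. All 13 listed protocadherin genes were lower, 12 of them at 0 in pleural cavity eosinophils, as were all 3 listed taste receptor genes. No keratin-associated protein or beta-defensin gene was listed. The pattern is thus not confined to olfactory receptor genes. Genomic DNA in the bone marrow libraries would give longer transcripts more reads. Across the 118 genes, Spearman's rho between bone marrow reads and transcript length was 0.0381 (permutation test, p = 0.680), and listed and unlisted olfactory receptor genes had median lengths of 2951 and 2953.5 bases (permutation test, p = 0.990), so no such relation was found. Lengths came from another annotation release than the authors' and the fewest bone marrow reads of a listed one were 10.5, so genes with fewer reads go unseen, which limits that test. If the gene models the authors counted on vary less in length, the length test has little power against genomic DNA. Reads shared between paralogs would leave fractional means, and 23.7% of these genes had them against 25.8% of all listed genes. RNA from other cells was not tested for this family, and no biological explanation was tested.

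Ribosomal protein genes, which the paper does not discuss, were listed 75 times, and all 75 were lower in pleural cavity eosinophils (two-sided Fisher's exact test, p = 7.69e-19), by a median log2 fold change of -1.05. Ribosomal protein transcripts are short. Among 2325 other listed genes in the same range of transcript length, 55.1% were lower, and among 4103 in the same range of GC content 51.7% were lower, so neither length nor GC content alone gives the pattern. Of the 53 ribosomal protein genes without fractional reads, 100% were lower, which was fixed in advance because all members are lower, and an effect of reads shared with pseudogenes cannot be excluded. A lower demand for ribosomes in pleural cavity eosinophils than in bone marrow eosinophils may be proposed as a hypothesis, which cannot be told apart from shared reads or from RNA of other cells.

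Marker genes of neutrophils, granulocyte precursors and basophils, lists written before the data were examined, took 12.2% of the listed reads in bone marrow eosinophils, a signal the paper does not report. In the authors' deposited table S100a8 had 455 mean reads in pleural cavity and 229058 in bone marrow eosinophils, Mpo 374 and 196097, and Prss34 4.5 and 3810.5. Of 26 listed markers, 25 were lower, and the exception was Mmp9, with a log2 fold change of 1.05 in the authors' deposited table. Admixture of bone marrow cells in general would bring erythroid, B, T and NK cell markers, and the reads of the listed ones came to 0.864% of those of the granulocyte markers. Of the 31 such markers 13 are listed, and hemoglobin, immunoglobulin and T cell receptor genes are not, so this share cannot rule out general admixture. Neutrophils or their precursors in the sorted bone marrow cells, and immature eosinophils that transcribe these genes, may both give such reads, and the share of 12.2% cannot tell them apart. The pleural cavity gate excluded cells high in Gr1 and the bone marrow gate did not, so part of the difference might follow from the gates, which was not tested. Macrophage and monocyte markers were split, with 5 of 9 listed higher in pleural cavity eosinophils and 4 lower. Csf1r and Cd5l had log2 fold changes of 2.08 and 2.19 in the authors' deposited table, and Apoe and Lyz2 had -0.66 and -1.09. Macrophage RNA in the pleural cavity libraries was therefore not excluded, and higher genes there need not all reflect eosinophils.

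The listed Ifit genes fell while other type I interferon response genes rose. Besides Ifit2, Ifit3 and Ifit3b, Ifit1bl2, named after its values were seen, was lower, with a log2 fold change of -3.70 in the authors' deposited table and fractional reads, and the 21 other listed genes of the type I interferon response list were all higher. Reads moved between paralogs would leave the sum unchanged. Summed over the 4 listed Ifit genes, the mean reads were 62.5 in pleural cavity and 637.6 in bone marrow eosinophils, a scaled log2 ratio of -3.64, but the listed genes were already known to be lower and Ifit1 was not listed, so the sum decides nothing. Ifit2 had no fractional reads, so sharing is left open for Ifit3, Ifit3b and Ifit1bl2 and has no sign in the means of Ifit2. No biological explanation was tested.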

How the results depend on the processing

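The alternatives were set before the data were examined, except the other scalings, the filter of more than 3 mean reads in both tissues and the recount of genes not over 1, which were chosen after seeing the data.

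The number of differentially expressed genes was 3891, with 1127 upregulated and 2764 downregulated. A q-value threshold of 0.05 cannot move these counts, since all listed genes pass it. With an absolute log2 fold change over 2, 2391 genes were counted and 338 were upregulated. Without a fold change threshold, 2468 were upregulated. Among genes above the median of mean expression, 1240 were counted, 672 upregulated and 568 downregulated, so the majority of lower genes turned into a minority of 45.8%. Unscaled mean reads gave 1770 upregulated genes and 58.6% lower against 71.0% with the authors' scaling. With more than 3 mean reads in both tissues, 1722 were downregulated, 61.2% of those counted. Counting every listed gene not over 1 as lower gave 4680. The other alternatives stayed within 1.5 times the main counts.

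Under 22 alternatives for the gene sets, 18 kept the direction and the side of the 0.05 threshold in two-sided Fisher's exact tests without adjustment, and none reversed. Among the 18 is the hand-written type I interferon list in place of the interferon alpha/beta signaling set. That list is also a main set, so its agreement was already known. Above the median of mean expression the chemokine receptor set, with 5 listed members, could not have passed the 0.05 threshold by being higher. Above the median of mean expression, 64.3% of the other listed genes were higher, and 3 sets were no longer past the threshold: the eosinophil chemotaxis set with 100% higher (exact p = 0.0951, the smallest its 6 members allow, so this loss was fixed by the size of the set), the interferon alpha/beta signaling set with 88.9% (exact p = 0.171) and the TNF response genes with 82.4% (exact p = 0.136). With an absolute log2 fold change over 2, the chemokine receptor set passed it with 45.5% higher against 14.0% of the others (exact p = 0.0122). The set's own share fell from 53.3% in the main setting, and that of the other genes fell from 42.5%. The set thus passed because few of the other genes were higher, and not because more of its own were. No interferon alpha/beta signaling gene was left at an absolute log2 fold change over 2. With the Seurat genes, 2 of 88 listed cell cycle genes were higher (2.27%).

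Because the table gives a mean per tissue, depth limits each result to what a mean can show. No paired analysis was possible because the mean columns carry no replicate numbers. Without values per library, DESeq2 and edgeR fits with TMM or upper-quartile scaling, count filters, fits that leave out a library, pseudocounts and camera were not run. The median fold change of each set among random lists and preranked enrichment by fgsea were planned for a table of all genes, and were not run because the table lists genes with a q-value under 0.05.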

Differences from the paper's values

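The paper gives 4680 downregulated genes, and 2764 were counted in the authors' deposited table at P under 0.05 and a log2 fold change under -1. Of the alternatives set before the data were examined, the count without a fold change threshold, 3339, came within 1.5 times the paper's value. The adjusted p threshold with 2764, P under 0.01 with 2594, an absolute log2 fold change over 2 with 2053, and the genes above the median of mean expression with 568 did not. Counting each listed gene whose log2 fold change is not over 1 as lower gave 4680, the paper's value, a setting chosen after seeing the values. For all differentially expressed genes the paper gives 5807, and the count was 3891 with both thresholds and 5807 without a fold change threshold, the number of genes in the authors' deposited table. The 1127 upregulated genes were counted as in the paper.

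The paper describes the genes of Fig. 4a as enriched, which is a statement on the set. Counted gene by gene, a different measure, 7 of the 18 were listed with a q-value under 0.05. The paper names C-C motif chemokine receptor binding among the enriched sets, and in the Reactome set used here 8 of 15 listed genes were higher (two-sided Fisher's exact test, p = 0.440). With an absolute log2 fold change over 2 the same set passed the threshold (two-sided Fisher's exact test, p = 0.0122). There 5 of its 11 listed genes were higher, against 14.0% of the others. Its own share had fallen from 53.3% to 45.5%, so that pass does not bear out the enrichment. Neither result contradicts the enrichment. The paper used gene set enrichment analysis on another set, while here directions were counted among the listed genes of a set that also holds Cxcr2 and Pf4.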

Other observations

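The test on transcription regulators was chosen after the result was seen.

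More genes were lower than higher, with 71.0% of those past the fold change threshold lower in pleural cavity eosinophils. Over tertiles of transcript length the lowest share was 67.5%, and over tertiles of GC content it was 57.5%, so neither removed the majority, although the share was 84.3% at low GC content. Over the other scalings the lowest share was 58.6%. Above the median of mean expression the share was 45.8%, whereas among the 2813 genes with more than 3 mean reads in both tissues, a filter chosen after seeing the data, it was 61.2%. Lower genes outnumbered higher ones without the genes at the floor but not among the more abundant genes, so low read counts may account for part of the majority. Genes that are silent in pleural cavity eosinophils also have few reads, and the test does not separate these.

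A regulator's own transcript need not follow its predicted activity. Of the 9 listed transcription regulators drawn in Supplementary Fig. 5g, 7 changed in the predicted direction (two-sided exact binomial test, p = 0.180). The paper's text names Irf7 and Irf3 without a direction. If both are taken as activated, the count is 9 of 11 (two-sided exact binomial test, p = 0.0654). Both counts hold too few genes to tell this from chance.

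A list of eosinophil granule genes was written before the data were examined. It held Mbp, the myelin basic protein gene, in error. Mbp was higher, with a log2 fold change of 2.30 in the authors' deposited table, and was left out after its values were seen. The other 7 listed genes were all lower in pleural cavity eosinophils and took 8.68% of the listed reads in bone marrow eosinophils and 0.0208% in pleural cavity eosinophils. In the authors' deposited table Prg2 had 555404 mean reads in bone marrow and 1482 in pleural cavity eosinophils, and Epx 139062 and 341.5. Of 12 listed eosinophil identity genes, 8 were higher and 4 lower. Siglecf and Adgre1 had log2 fold changes of 1.31 and 2.38 in the authors' deposited table, while Gata2 and Alox15 had -2.76 and -1.69, with fractional reads for Alox15. The other lower identity genes were Epx and Prg2, which are also on the granule list.

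Across 575 Reactome sets with at least 10 listed genes, 90 leaned higher and 102 lower with an adjusted p under 0.05 in Fisher's exact tests. The sets overlap, and genes are not independent. The set Immune System had 248 of 378 listed genes higher (Fisher's exact test, p = 1.30e-20, adjusted 7.45e-18).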
